# Identification of pathological transcription in autosomal dominant polycystic kidney disease epithelia

**DOI:** 10.1038/s41598-021-94442-8

**Published:** 2021-07-23

**Authors:** Sebastian Friedrich, Hannah Müller, Caroline Riesterer, Hannah Schüller, Katja Friedrich, Carlotta Leonie Wörner, Tilman Busch, Amandine Viau, E. Wolfgang Kuehn, Michael Köttgen, Alexis Hofherr

**Keywords:** Kidney diseases, Kidney, Molecular medicine, Pathogenesis

## Abstract

Autosomal dominant polycystic kidney disease (ADPKD) affects more than 12 million people worldwide. Mutations in PKD1 and PKD2 cause cyst formation through unknown mechanisms. To unravel the pathogenic mechanisms in ADPKD, multiple studies have investigated transcriptional mis-regulation in cystic kidneys from patients and mouse models, and numerous dysregulated genes and pathways have been described. Yet, the concordance between studies has been rather limited. Furthermore, the cellular and genetic diversity in cystic kidneys has hampered the identification of mis-expressed genes in kidney epithelial cells with homozygous PKD mutations, which are critical to identify polycystin-dependent pathways. Here we performed transcriptomic analyses of Pkd1- and Pkd2-deficient mIMCD3 kidney epithelial cells followed by a meta-analysis to integrate all published ADPKD transcriptomic data sets. Based on the hypothesis that Pkd1 and Pkd2 operate in a common pathway, we first determined transcripts that are differentially regulated by both genes. RNA sequencing of genome-edited ADPKD kidney epithelial cells identified 178 genes that are concordantly regulated by Pkd1 and Pkd2. Subsequent integration of existing transcriptomic studies confirmed 31 previously described genes and identified 61 novel genes regulated by Pkd1 and Pkd2. Cluster analyses then linked Pkd1 and Pkd2 to mRNA splicing, specific factors of epithelial mesenchymal transition, post-translational protein modification and epithelial cell differentiation, including CD34, CDH2, CSF2RA, DLX5, HOXC9, PIK3R1, PLCB1 and TLR6. Taken together, this model-based integrative analysis of transcriptomic alterations in ADPKD annotated a conserved core transcriptomic profile and identified novel candidate genes for further experimental studies.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common hereditary nephropathy in humans^1^. Most patients with ADPKD are born healthy, but progressive cystic transformation of both kidneys induces a continuous decline in renal function leading to kidney failure^1^. Mutations in two genes, *PKD1* and *PKD2*, cause ADPKD^2,3^. The protein products of these genes, polycystin-1 (PC-1) and transient receptor potential channel polycystin-2 (TRPP2) form a receptor-ion channel complex that is essential to establish renal tubular morphology and prevent cystogenesis^1^.

Many cellular signaling pathways have been implicated in the pathogenesis of ADPKD, including Wnt, mTOR, JAK/STAT and Hippo^4–8^. Yet, the precise molecular function of PC-1/TRPP2 and the signaling pathways critical for disease initiation have remained unclear^9^. Unbiased, discovery-based approaches offer unique opportunities to address these key questions of ADPKD pathology. RNA sequencing (RNA-seq) technology has made large scale analysis of gene expression a powerful approach to systematically investigate disease mechanisms^10,11^. Consequently, multiple studies have explored transcription in cystic kidneys from Pkd-deficient mice and ADPKD patients. These studies have reported a large number of differentially expressed genes in grossly cystic samples^12–19^. However, the concordance between studies for specific gene sets has been low^15,19^. This complex variability is likely to be explained by differences in experimental design, tissue sampling and model system^19^. Hence, transcriptomic profiling of ADPKD has confirmed broad cellular alterations in cystic tissue, but has provided limited novel insights into PKD-dependent tubule-cell-specific factors causing cystic kidney disease.

A key challenge of specific profiling of *PKD1*- and *PKD2*-dependent transcription has been the genetic mosaicism of organisms with ADPKD. In ADPKD, cysts arise from individual renal epithelial cells upon somatic loss of heterozygosity for *PKD1* or *PKD2*^20^. This focal process has been modeled in mice by homozygous Pkd inactivation in kidney tubular epithelial cells. However, in both cases only a small fraction of renal cells harbor the homozygous PKD mutations required to trigger cystogenesis. The majority of cells in polycystic kidneys are still heterozygous for PKD gene mutations—or wildtype in the case of tubule-specific knockout mice. Furthermore, due to secondary processes, such as proliferation of cyst epithelia, inflammation and fibrosis, cystic kidneys show considerable secondary changes in cellular composition^21^. These processes contribute to disease progression, but further confound the transcriptomic profiling of homozygous mutant tubular cells at cyst initiation, a prerequisite to gain insights into PKD gene function.

Here, we investigate cell-autonomous ADPKD-dependent transcriptional changes based on two ground truths: (1) mutations in *PKD1* and *PKD2* cause ADPKD^2,3^; and (2) renal cystogenesis is initiated in PKD-deficient tubular epithelial cells^20^. First, we characterized transcriptomic profiles of genetically engineered, clonal ADPKD cells in a well-controlled, reductionist approach. RNA-seq of *Pkd1-* and *Pkd2*-deficient mouse inner medullary collecting duct 3 (mIMCD3) epithelial cells identified a core ADPKD data set of 178 reproducible and concordantly regulated genes. Using this core data set, we next performed a cross-species meta-analysis to integrate the wealth of transcriptomic data from *Pkd*-deficient animals and human ADPKD kidneys, which confirmed 31 highly consistent, previously described, transcriptionally regulated genes. Notably, we also identified 61 novel genes that are differentially expressed in *Pkd1* and *Pkd2* deficiency (Fig. 1). Gene ontology and functional pathway enrichment analyses linked specific factors of epithelial mesenchymal transition (EMT), post-translational protein modification and epithelial cell differentiation to ADPKD pathogenesis. This combination of cellular PKD models with transcriptomic data from cystic kidneys showed the power of integrative transcriptomics to validate candidate targets for in-depth studies of pathogenic mechanisms in ADPKD, including *CD34*, *CDH2*, *CSF2RA*, *DLX5*, *HOXC9*, *PIK3R1*, *PLCB1* and *TLR6*.

**Figure 1:**
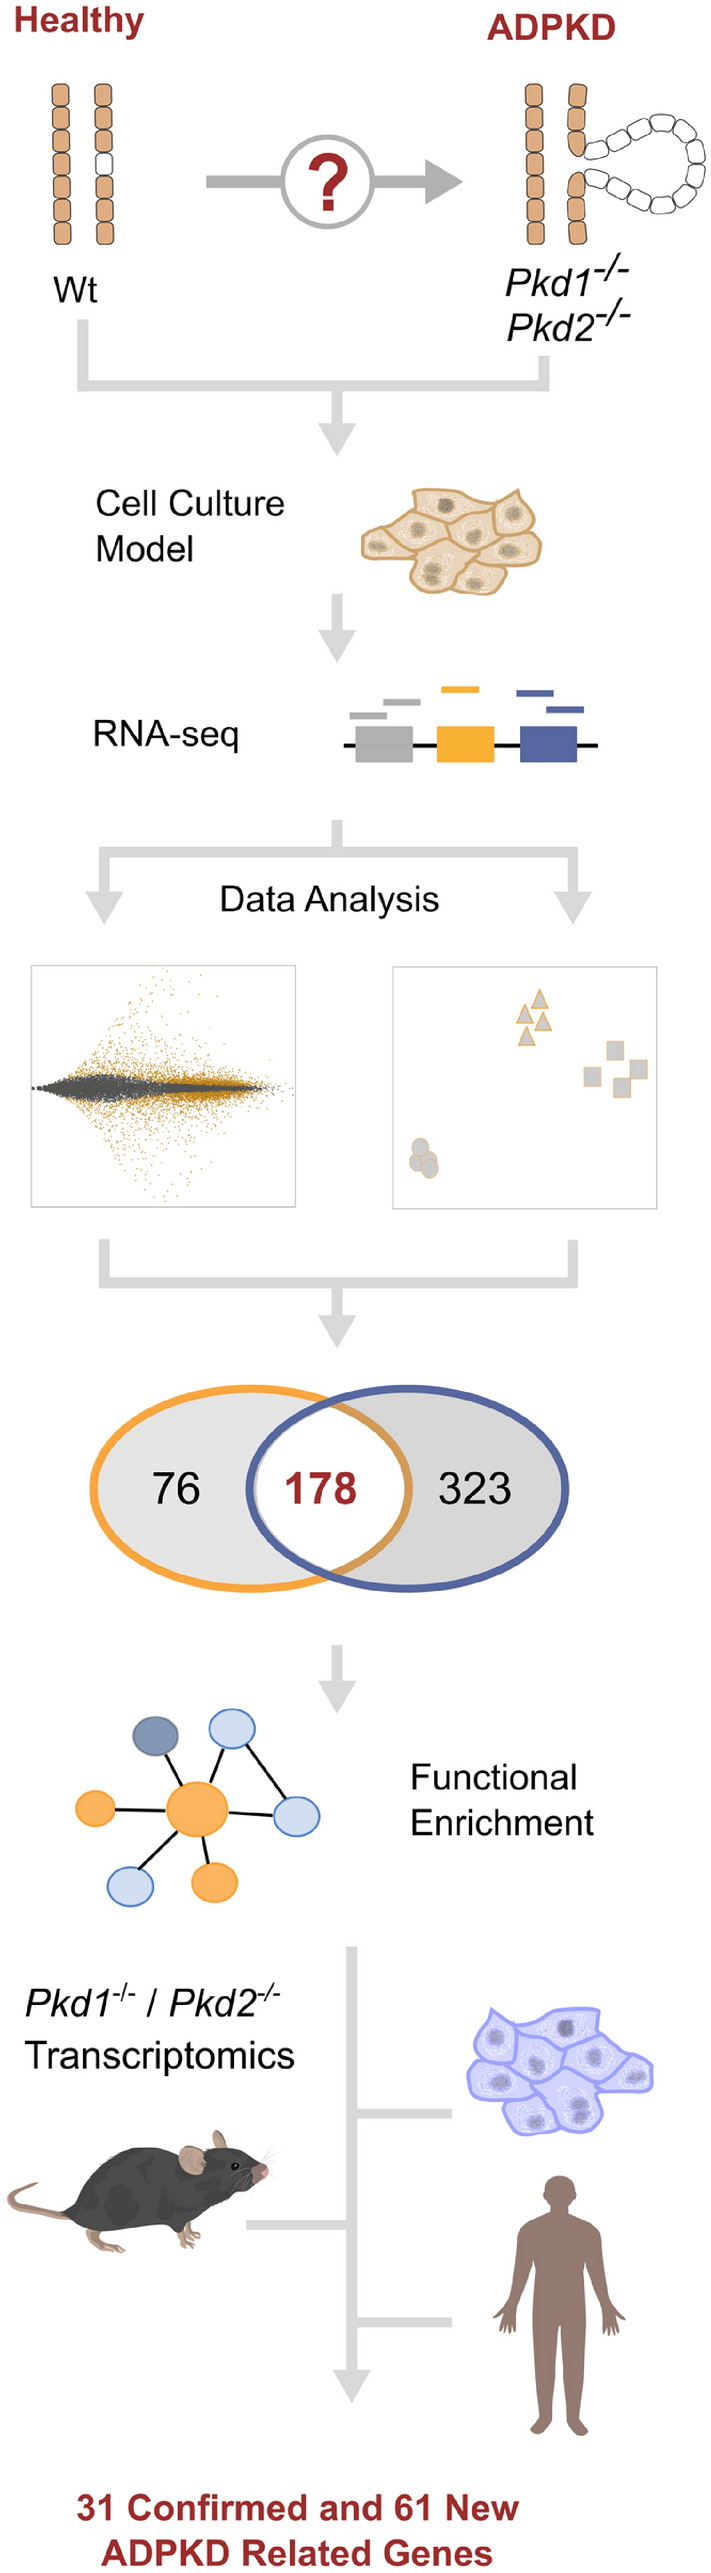
Model-guided meta-analysis of ADPKD-responsive transcription identified consistent mis-regulation of 31 known and 61 new genes. Unbiased analysis of Pkd1- and Pkd2-dependent mRNA transcription in genome-edited renal tubular epithelial mIMCD3 ADPKD cells provided rich data with minimal variability. Core Pkd-dependent transcription was delineated by statistical analysis of differential gene expression and exploratory data simplification by principal component analysis. Function-based cluster analysis of identified regulation isolated key pathways caused by loss of Pkd genes. ADPKD disease-relevance was investigated by model-guided meta-analysis of Pkd1- and Pkd2-deficient cells and mice, as well as human PKD1^−/−^ kidneys. Ultimately, integrative transcriptomics confirmed 31 previously described transcriptional regulations and identified 61 new genes transcriptionally regulated by both, PKD1 and PKD2.

## Results

### Transcriptional characterization of ADPKD by deep RNA sequencing of Pkd1- and Pkd2-deficient renal tubular cells

Mouse inner medullary collecting duct 3 (mIMCD3) cells represent a well-established, differentiated in vitro model of the distal nephron^22^. mIMCD3 cells are highly differentiated, phenotypically stable and show low heterogeneity, with preserved apico-basolateral polarity, formation of primary cilia, collecting duct-like transport activity and tubule formation in 3D culture^22–25^. This enables stringent analyses of gene-dependent transcription in a controlled environment, free of systemic variations (Figure S1a)^26^.

Analysis of active gene regulatory networks as major molecular determinants of cell-type identity further confirmed the kidney transcriptional signature of mIMCD3 cells (Figure S1b)^27^. For the targeted evaluation of ADPKD-dependent cellular pathophysiology, we here compared wild-type mIMCD3 cells with constitutive *Pkd1*- and *Pkd2*-deficient cell lines^28^.

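RNA from 3 genotypes of mouse inner medullary collecting duct cells was sequenced: wild-type cells (Wt), 1 *Pkd1*-/- clone and 1 *Pkd2*-/- clone of the same immortalized line. Of the 6 dishes grown per genotype, 4 gave the RNA that was sequenced, 4 days after full confluency. The 4 replicates of a mutant are therefore dishes of 1 clone, and their spread does not include the variation between clones. The authors aligned the reads to the mouse genome GRCm38, counted them per Ensembl gene, divided each count by DESeq2's size factor of its library and rounded the result to a whole number. These normalized counts were deposited for 47642 genes in 12 libraries, without a filter on weakly expressed genes, and the read counts behind them are not part of the table. What 1 read is worth in each library was taken from the unrounded values of Y-chromosome genes in Table S9. By this measure, 23187531 to 30321186 reads per library were counted on genes. Gene symbols and positions were taken from GENCODE release M21, which holds 47223 of the listed gene identifiers. Differences between genotypes were tested with limma on log2(normalized count + 1) in 1 model of all 12 libraries, over the 18552 genes with a mean of at least 1 normalized count. limma's moderated test was two-sided, and its p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene counted as differentially expressed at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. These are the paper's thresholds, which it applied to fold changes from DESeq2. A two-sided exact permutation test of 4 libraries against 4 has 35 distinct splits, and the smallest p-value it can give is 0.0286.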

Repeated deep RNA-seq of wild-type, *Pkd1*^−/−^ and *Pkd2*^−/−^ cells yielded rich and highly consistent transcriptomic profiles (Fig. 2a). Sequencing depth, read distribution between samples, sample-to-sample-distances, dispersion of variance and histogram of p-values verified excellent quality of data (Figure S2a–e).

**Figure 2:**
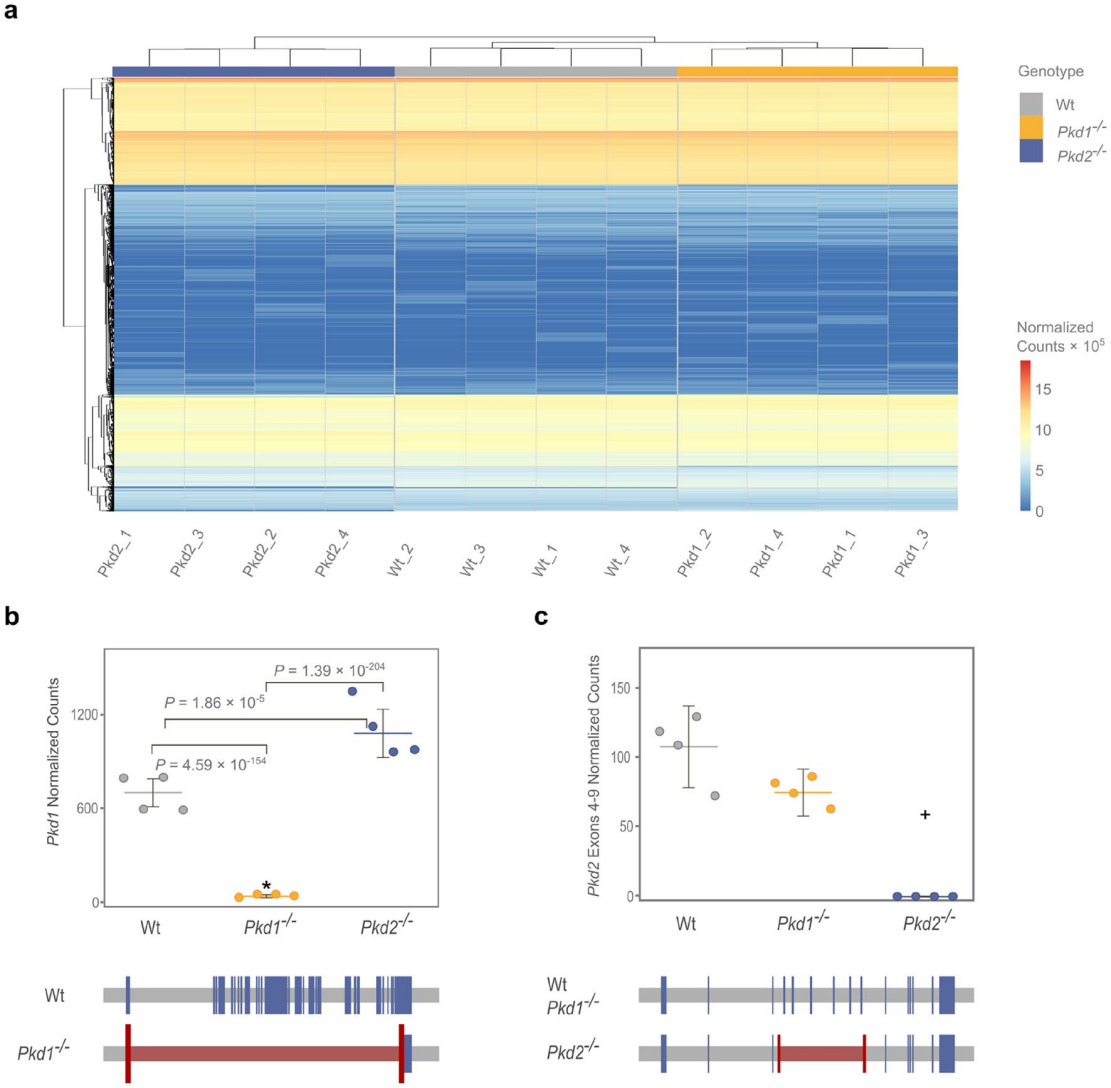
Transcriptomic profiling of genetically engineered ADPKD cells showed significant interdependence of Pkd1 and Pkd2 mRNA expression. (**a**) Unsupervised hierarchical clustering showed low variability and genotype-dependent grouping of mIMCD3 Wt, Pkd1^−/−^ and Pkd2^−/−^ cells. (**b**) Pkd1 knockout was generated by a full genomic deletion. Loss of Pkd2 was associated with a significant transcriptional up-regulation of Pkd1 mRNA (782.25 [SEM = 97] mean normalized counts in wildtype vs. 1,209 [SEM = 175] in Pkd2^−/−^ cells). (**c**) Pkd2 knockout was based on genomic deletion of Pkd2 exons 4–9 and no counts were detected for these exons. + : adjusted p-values for single exons 4–9 were < 1.75 × 10^–51^ in Pkd2^−/−^ versus Wt and Pkd2^−/−^ versus Pkd1^−/−^ cells.

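*Pkd1* lies on chromosome 17 from 24549834 to 24596508 of GRCm38 and its annotated exons cover 17415 bases. The shorter of the deletions in the *Pkd1*-/- clone, from 24550106 to 24594903, removes 89.8% of these bases and leaves 10.2%, at both ends of the gene. *Tsc2* lies on the opposite strand from 24595816 to 24632630, and its 3′ end overlaps the 3′ end of *Pkd1*. The paper's text does not state whether reads were counted by strand. Reads from this overlap could have been assigned to either gene or to neither. *Pkd2* lies on chromosome 5 from 104459450 to 104505819. The deletion in the *Pkd2*-/- clone, from 104478281 to 104490878, removes 14.7% of the gene's annotated exon bases, so that reads from the other exons still count towards *Pkd2*.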

Collected RNA-seq data confirmed the genomic deletion of *Pkd1* and *Pkd2*, and showed significant mutual interdependence of *Pkd1* and *Pkd2* mRNA expression, indicating a transcriptional *Pkd1/2* feedback loop (Figs. 2b,c, S1c,d). Full gene deletion removed all *Pkd1* transcripts in mutant cells and was associated with a decrease in *Pkd2* expression (− 31.7%) (Figs. 2b,c, S1c). 

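*Pkd1* had 782 ± 112 normalized counts (SD, n = 4) in wild-type and 41.8 ± 8.81 (SD, n = 4) in *Pkd1*-/- cells, a log2 fold change of −4.21 (standard error 0.14, adjusted p = 1.47e-13 from limma). The *Pkd1*-/- libraries held between 30 and 49 counts each, and the remaining 5.34% of the wild-type level is less than the share of exon bases outside the deletion. *Tsc2*, which overlaps these bases, did not differ from wild-type in *Pkd1*-/- cells (0.08 on the log2 scale, adjusted p = 0.284 from limma). *Pkd2* had 3971 ± 451 normalized counts (SD, n = 4) in wild-type and 2711 ± 133 (SD, n = 4) in *Pkd1*-/- cells, a log2 fold change of −0.55 (standard error 0.07, adjusted p = 3.31e-06 from limma). All 4 *Pkd1*-/- libraries were below all 4 wild-type libraries (exact permutation test, p = 0.0286, the smallest that this design allows). With each library left out in turn, the log2 fold change of *Pkd2* stayed between −0.61 and −0.49. The genes around *Pkd2* on chromosome 5 also differed in *Pkd1*-/- cells. The 29 genes up to 5 Mb before it had a median log2 fold change of −0.36, and the 35 genes up to 5 Mb after it had a median of 0.18. Closer to *Pkd2* the genes went both ways: of 12 genes within 1 Mb, 6 were lower, with a median of −0.07.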

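In *Pkd2*-/- cells, *Pkd1* had 1209 ± 202 normalized counts (SD, n = 4), a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.00164 from limma). The change was below the log2 fold change of 1 that was required for differential expression. Each *Pkd2*-/- library held more *Pkd1* counts than each wild-type library (exact permutation test, p = 0.0286). The log2 fold change ranged from 0.52 to 0.69 with 1 library left out at a time, and was 0.59 when the libraries were rescaled to the same upper quartile, the alternative with all libraries that moved it most among those set beforehand. Within 5 Mb of *Pkd1*, 176 genes had a median log2 fold change of −0.03 in *Pkd2*-/- cells. Of the 13 tested genes within 100 kb of the *Pkd1* deletion, 8 were higher in *Pkd2*-/- cells, and the genes with an adjusted p-value under 0.05 (limma) went both ways: the log2 fold change was 0.42 for *Pgp*, 0.39 for *Zfp598* and 0.18 for *Gfer*, and −0.18 for *Mlst8* and −1.45 for *Syngr3*. From the fall of *Pkd2* in *Pkd1*-/- cells and the rise of *Pkd1* in *Pkd2*-/- cells, the paper reads a transcriptional feedback loop between the genes.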

Deletion of *Pkd2*, on the other hand, was associated with a significant transcriptional up-regulation of *Pkd1* mRNA (+ 54.6%) (Fig. 2b,c). RNA-seq of *Pkd2*^−/−^ cells also confirmed that genomic deletion of chromosome 5, bases 104,478,281 – 104,490,878, removed *Pkd2* exons 4–9 (of a total 15) and, hence, TRPP2 channel transmembrane domains 2–6 (of a total 6), which generated biochemically TRPP2-deficient cells (Figs. 2c, S1c).

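The longest annotated *Pkd2* transcript has 15 exons and 5219 bases, of which the deletion removes 6 exons with 1176 bases, or 22.5%. Exon 4, the first of these, starts at 104478791, and exon 9, the last, ends at 104490764. Exon 15, which lies outside the deletion, is 2368 bases long and makes up 45.4% of the transcript. The deposited table gives 1 value per gene, and counts of single exons were not analysed here.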

### Unbiased statistical integration of Pkd1- and Pkd2-dependent transcription identified a core ADPKD data set of 178 consistently regulated genes (CD_178_)

Mutations in *PKD1* and *PKD2* cause ADPKD^2,3^. However, to date, no comprehensive analysis of *PKD1*- and *PKD2*-dependent transcription in ADPKD has been reported; several studies have focused on *PKD1* and limited data is available on *PKD2*-responsive transcription^18,19^. We hypothesized that the integrative analysis of *PKD1-* and *PKD2-*deficiency may substantially improve the high-confidence identification of consistent transcriptional changes in ADPKD pathogenesis.

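Replicates of 1 genotype were more alike than libraries of different genotypes. Pearson's r of log2 normalized counts, across genes, ranged from 0.991 to 0.994 for pairs of libraries within a genotype. It was 0.963 to 0.966 between wild-type and *Pkd1*-/- libraries, 0.946 to 0.951 between wild-type and *Pkd2*-/- libraries, and 0.928 to 0.934 between the mutants. Genes are not independent replicates, so these values describe the libraries and were not tested. The SD between replicates had a median of 7.3% of the mean in wild-type, 6.5% in *Pkd1*-/- and 7.7% in *Pkd2*-/- cells, over genes with a mean of at least 10 normalized counts. For every pair of replicates, this spread was larger than the sampling noise of the reads: the squared difference per gene was 4.22 to 29.2 times the variance that counting alone gives. Hierarchical clustering separated the 12 libraries into 3 clusters of 4, 1 per genotype. Wild-type and *Pkd1*-/- libraries joined first, at a Euclidean distance of 145.8 on the log2 scale, and the *Pkd2*-/- libraries joined them at 178.2.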

Technically, the low biological variability of wild-type, *Pkd1*^−/−^ and *Pkd2*^−/−^ mIMCD3 cells provided a sound basis to delineate ADPKD-specific renal tubular transcription (Figs. 2a, S2a–e). This was important, as gene expression is an inherently stochastic process and is known to vary even between cells of the same population^29^. In general, observed variations in gene expression can be decomposed as^30,31^:

$${\text{Var}}\left( {{\text{Expr}}} \right) \, = {\text{ Across}}\,{\text{group}}\,{\text{variability}} + {\text{Measurement}}\,{\text{error}} + {\text{Biological}}\,{\text{variability}}.$$

With *group variability* being here the variation in gene expression due to the three genotypes under consideration. *Measurement error* being rather low in next-generation RNA-seq^32^. And *biological variability* being in our experiments restricted to stochastic cell-to-cell variation; and, therefore, minimal in comparison to tissue or cell type variability in whole organ analyses^31^. Thus, our approach of repeated sampling, high data quality and model simplicity should minimize the confounding effects of measurement error and biological variability, focusing generated data on the primary outcome of interest: the estimated Pkd-dependent difference in gene expression between genotypes.

Two complementary mathematical methodologies were used to query the raw RNA-seq data for ADPKD-specific gene expression: (1) statistical analysis of differential gene expression (DGE); and (2) unbiased data simplification by principal component analysis (PCA)^33,34^.

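Over all genes with a mean of at least 10 normalized counts, the median log2 fold change was 0.01 in *Pkd1*-/- and −0.01 in *Pkd2*-/- cells, so that the authors' size factors centred both comparisons near 0. On data simulated from the means and depths of these libraries, the test called 86.1% of 194 changed genes with the right sign and 3 unchanged genes among 18143 tested. Of 154 changed genes with a mean of at least 10 normalized counts, it called 98.1%. All simulated changes were well above the fold change threshold, so these shares do not show how the test performs near it.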

For DGE, statistical comparison of wild-type, *Pkd1*^−/−^ and *Pkd2*^−/−^ cells identified significant differences in gene expression (Fig. 3a,b). Given that the likelihood of statistically significant results to reflect a true effect is dependent on the respective effect size, we defined DGE positive results by false discovery rate (FDR) < 0.05, and log_2_ fold change ≥|1|^35,36^. 

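Against wild-type, 1158 genes were differentially expressed in *Pkd1*-/- cells, 549 higher and 609 lower. In *Pkd2*-/- cells, 1785 genes were differentially expressed, 601 higher and 1184 lower, so that 66.3% of them fell. These include all 781 genes that the paper lists in Table S1 and 1149 of the 1150 genes in Table S2. Each listed gene had a smaller fold change in the paper than here, so the same threshold does not make the same cut. Of the 377 further genes in *Pkd1*-/- cells, 71.6% had a mean under 10 normalized counts, as did 69.5% of the 636 further genes in *Pkd2*-/- cells. The fold change threshold moved these numbers most: without it, 5020 genes in *Pkd1*-/- and 7852 genes in *Pkd2*-/- cells had an adjusted p-value under 0.05. Of these 7852 genes, 3719 were higher and 4133 lower, a more even split than with the threshold. In *Pkd2*-/- cells, 771 genes were higher and 1076 lower after a correction for GC content and transcript length that was chosen after seeing the data. Rescaling to the same upper quartile made the split less even, with 558 higher and 1214 lower. When only genes with a mean of at least 10 normalized counts were tested, 739 genes were differentially expressed in *Pkd1*-/- and 1202 in *Pkd2*-/- cells.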

By this definition, 781 genes in *Pkd1*^−/−^ and 1150 in *Pkd2*^−/−^ were identified as differentially expressed vs. wildtype (Fig. 3a,b, Tables S1, S2). From these, the DGE-based Pkd-specific renal tubular gene expression profile was compiled by filtering for concordant changes. Hence, DGE identified 254 (38 up- and 216 down-regulated; DGE_254_) Pkd-specific genes (Fig. 3c and Table S3).

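Both mutants changed in the same direction for 386 genes, of which 84 rose and 302 fell. All 254 genes of Table S3 are among them, and of the other 132 genes, 101 had a mean under 10 normalized counts. The comparisons share the wild-type libraries, so chance differences in these libraries enter both. In 20 simulations of all libraries without a change, with the spread of the wild-type libraries, no gene was called after adjustment. When genes were instead held to the largest unadjusted p-values that were called in the data, with the same fold change threshold, the simulations gave a median of 14.5 concordant genes. If the calls in the mutants were independent of each other, 56.7 genes would be called in the same direction. A further 206 genes were called in opposite directions, where independent calls would give 54.8. For 320 of the 386 genes, all 8 mutant libraries were on 1 side of all wild-type libraries. Genes were ranked by the mean of the log2 fold changes in the mutants, among these genes only. By this order, the genes that fell most were *Hs6st2*, *Evl* and *Clip3*. The order uses fitted values, which do not measure the change where all libraries of a genotype hold at most 3 counts. The rank of such genes among each other is therefore not resolved. *Hs6st2* had 448 ± 4.79 normalized counts (SD, n = 4) in wild-type cells and 0 in all mutant libraries, which makes it at least 149-fold lower. *Evl* had 680 ± 43.3 normalized counts (SD, n = 4) in wild-type cells and at most 3 in every mutant library, at least 227-fold lower. *Clip3* went from 1443 to 18 in *Pkd1*-/- and 2.25 in *Pkd2*-/- cells. By the same order, the genes that rose most were *Htatip2*, *Slc22a17* and *Zfp709*. *Htatip2* rose from 12.5 ± 6.14 (SD, n = 4) to 400.5 ± 16.9 in *Pkd1*-/- and 352 ± 21.4 in *Pkd2*-/- cells, with log2 fold changes of 5.03 and 4.85. All 4 wild-type libraries held few *Slc22a17* counts, and the gene was at least 28.6-fold higher in *Pkd1*-/- and at least 10.7-fold higher in *Pkd2*-/- cells. From the concordant genes, the paper compiles its Pkd-specific expression profile.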

**Figure 3:**
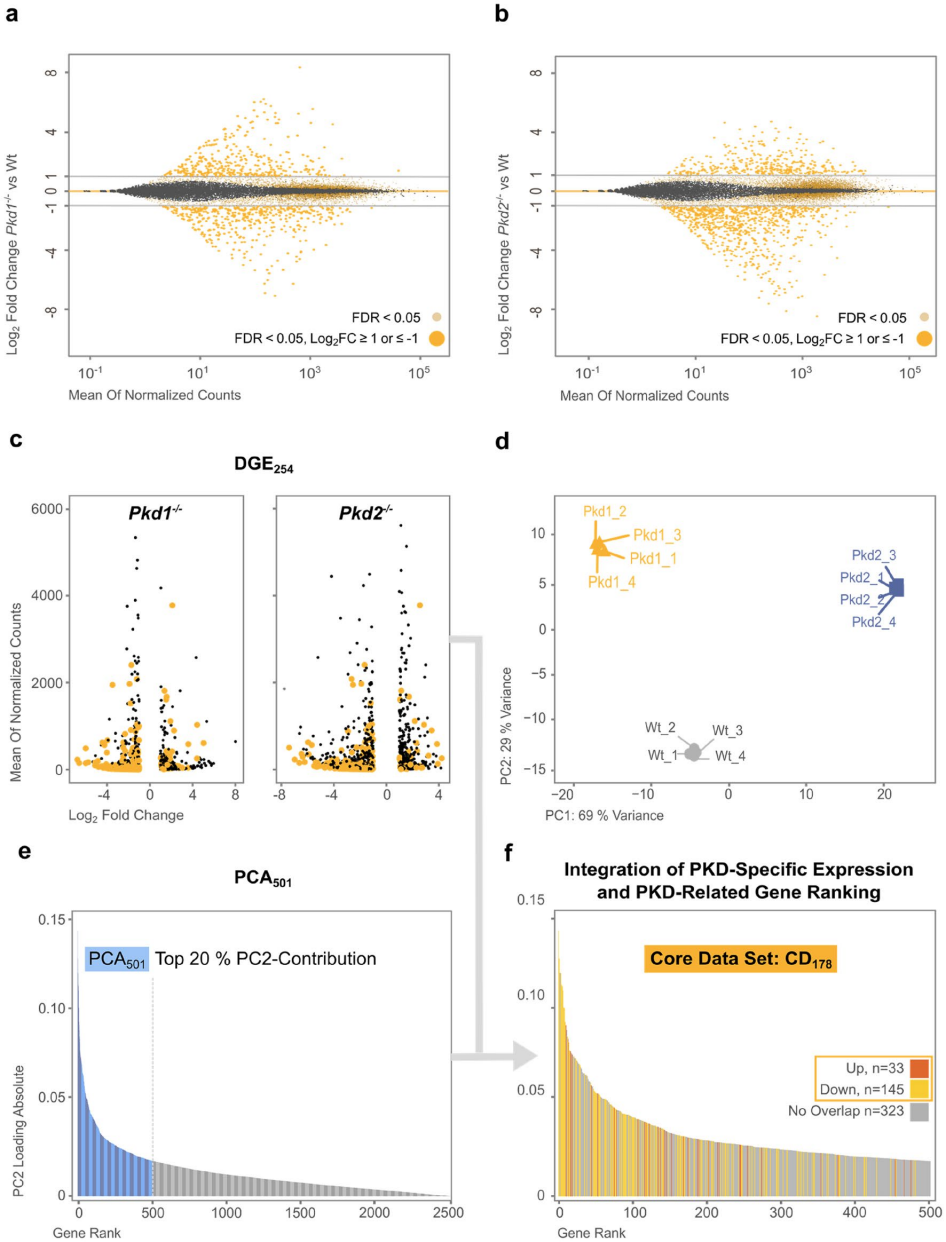
Complementary mathematical analysis of Pkd1- and Pkd2-responsive transcripts identified a core ADPKD data set of 178 consistently regulated genes (CD_178_). To identify genes involved in ADPKD pathogenesis, two independent mathematical approaches were used: (1) statistical analysis of differential gene expression (DGE); and (2) unbiased data simplification by principal component analysis (PCA). (**a**) and (**b**) Applying RNA-seq on Pkd1- and Pkd2-deficient mIMCD3 cells revealed a total of 791 differentially expressed genes in Pkd1^−/−^ and 1250 in Pkd2^−/−^ cells (large, dark-yellow dots: FDR < 0.05, log_2_ fold change ≥|1|). In Pkd1^−/−^ cells, > 54% (429 genes) and in Pkd2^−/−^ cells, > 63% (790 genes) were downregulated. (**c**) Filtering DGE of Pkd1^−/−^ and Pkd2^−/−^ for concordant changes provided 254 genes (DGE_254_), of which 38 were up- and 216 downregulated genes (orange dots). (**d**) 10% most variant genes were input for PCA (n = 2,506, with reads obtained for 25,062 genes). Principal component 1 (PC1) mainly accounted for non-Pkd-related differences between wildtype, Pkd1 and Pkd2 cells. PC2 discriminated Pkd1^−/−^ and Pkd2^−/−^ from wildtype, accounting for 29% of total variance. (**e**) Since PC2 correlated with Pkd1- and Pkd2-deficiency, genes were ranked according to their PC2 contribution, and the top 20% (n = 501, marked in blue) were selected for further data analysis (PCA_501_). (**f**) Comparison of DGE_254_ and PCA_501_ identified 178 candidate genes specifically responding to Pkd1- and Pkd2-deficiency in mIMCD3 cells (core data set; CD_178_).

For PCA, raw RNA-seq data was input to unsupervised eigenvector-based multivariate analyses. This dimensionality reduction confirmed the close correlation of individual genotypes (Fig. 3d). 

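Principal components were computed from the 2506 genes with the largest variance of log2(normalized count + 1), centred and not scaled. On the first component, the mean score was −20.9 for wild-type, −51.6 for *Pkd1*-/- and 72.5 for *Pkd2*-/- libraries. On the second component, it was 47.8 for wild-type, −36.0 for *Pkd1*-/- and −11.8 for *Pkd2*-/- libraries, which puts both mutants on the same side. Components are centred and uncorrelated, so the genotype in the middle of the first component must oppose the others on the second. The shared side of the mutants is therefore no evidence of a shared change.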

Two principal components (PC) explained most sample variance, PC1 with 69% and PC2 with 29%. 

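The first principal component held 52.6% of the variance and the second 23.4%, and the third held 3.19%. Of the variance between genotypes along the second component, 92.1% separated wild-type from the mutants, against 7.9% along the first. For the reason given above, the larger share follows from the smaller and adds no evidence. Of the alternatives run, the number of genes moved these shares most. With all 18552 tested genes, PC1 held 43.5% and PC2 20.2% of the variance, and with a smaller number of most variable genes, 60.9% and 26.1%. Leaving out 1 library at a time gave 49.0% to 56.2% for PC1 and 21.2% to 26.3% for PC2.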

The biological meaning of this data structure may be inferred by the two key factors differentiating the evaluated mIMCD3 cell lines: (1) random clonal variation; and (2) Pkd-dependent gene expression. 

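The 501 genes with the largest absolute PC2 loadings had loadings of at least 0.0221. Of these genes, 208 had a mean under 10 normalized counts, and 332 had loadings in the direction of lower expression in the mutants. The paper's list in Table S4, from components computed with DESeq2, shares 234 of the 501 genes.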

Because PC2 correlated with *Pkd1*- and *Pkd2*-deficiency, genes were ranked by PC2 weighting and the top 20% (n = 501; PCA_501_) were selected for comparison with the DGE_254_ data set (Fig. 3e and Table S4).

Comparison of the independent DGE_254_ and PCA_501_ data sets identified 178 distinct genes specifically and concordantly responding to *Pkd1*- and *Pkd2*-deficiency in mIMCD3 cells (core data set; CD_178_) (Figs. 3f, S3 and Table S5). 

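Of the 501 genes, 288 were also called in the same direction in both mutants, 44 higher and 244 lower. All 178 genes of Table S5 were called in the same direction in both mutants here, and 136 of them were among the 288. With a smaller number of most variable genes, the top 20% of loadings left 161 genes, as did a minimum mean of 10 normalized counts. With all tested genes in the principal components, 386 genes were left, as many as were concordant, so that the loadings then removed none.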

Crucially, the integration of *Pkd1* and *Pkd2* signatures should strongly focus CD_178_ on transcripts relevant for ADPKD pathogenesis.

### Function-based clustering of the CD_178_ core ADPKD data set isolated key pathways mediating cyst pathophysiology

Conceptually, CD_178_ provided an unbiased look at the transcriptional activity of Pkd-deficient kidney cells. To uncover the cellular signaling pathways represented by these core ADPKD genes, we next linked prior biological knowledge to the newly generated CD_178_ expression data. Analyses were performed on protein and transcript levels.

Protein–protein associations within CD_178_ were queried using the STRING platform^37^. 176 CD_178_ genes matched with proteins in the STRING database (Fig. 4a). 

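The 25 genes of the 3 clusters were chosen by the study on these libraries. In both mutants, 20 of them fell and 5 rose, and 25 passed an adjusted p-value under 0.05 in each mutant, both over all tested genes and adjusted over the list alone, which is not independent evidence. The median log2 fold change of the 25 genes was −1.53 in *Pkd1*-/- and −1.91 in *Pkd2*-/- cells. By PC2 loading, 12 of them were among the 288 genes.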

Notably, STRING network analysis separated 3 highly connected k-Means clusters within CD_178_: (A) with 10 proteins (A_10_); (B) with 8 proteins (B_8_); and (C) with 7 proteins (C_7_; total = ABC_25_) (Fig. 4a). To interpret the identified protein interactions we performed unguided as well as cluster-guided gene set enrichment analysis (GSEA) using a FDR < 0.05^38^.

**Figure 4:**
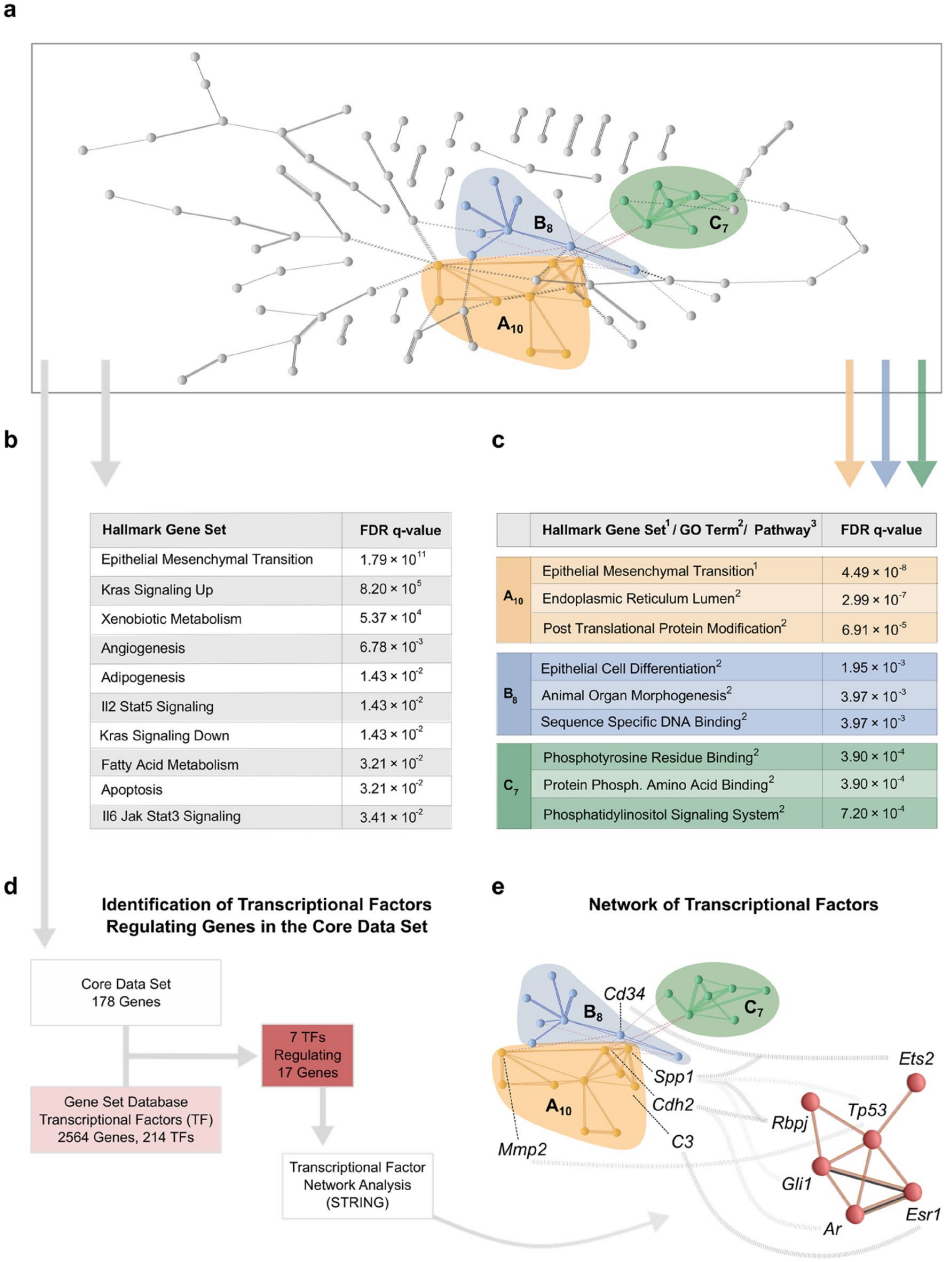
Function-based mapping of CD_178_ identified ADPKD-related protein networks. (**a**) CD_178_ was used as input for STRING network analysis^37^. No annotations were available for 2610203C20Rik and 6330403L08Rik. Application of the k-means algorithm to CD_178_ revealed 3 distinct clusters: A with 10 proteins (A_10_); B with 8 proteins (B_8_); and C with 7 proteins (C_7_; total = ABC_25_). (**b**) and (**c**) to facilitate interpretation of the observed clusters, gene set enrichment analysis (GSEA) was applied to both CD_178_ and ABC_25_ (FDR < 0.05). ABC_25_ genes were subjected to an extended analysis, comprising hallmark gene sets, gene ontology (GO) analysis, transcription factor target analysis and evaluation of the Kyoto Encyclopedia of Genes and Genomes (KEGG)^42,96–98^. See Table S7 for full results. (**d**) To elucidate CD_178_ transcriptional regulation, ShinyGO and GeneSetDB meta-databases were queried (FDR < 0.05)^41,42^. This revealed a total of 17 CD_178_ genes regulated by 7 trancriptional factors (TF_7_). (**e**) 6 of 7 TF_7_ were shown to form a k-means based cluster. Also, ABC_25_ identified several regulatory cascades: 5 ABC_25_ genes (Cd34, Spp1, Cdh2, C3 and Mmp2) were linked to 6 of the TF_7_ (Ar, Esr1, Ets, Gli1, Rbpj, Tp53). Spp1 and Cdh2 were regulated by more than one TF_7_, whereas Ets2, Rbpj and Tp53 regulated more than one ABC_25_ gene.

Unguided GSEA correlated previously defined hallmark gene sets to CD_178_; with *Epithelial Mesenchymal Transition* (EMT) being the most significantly correlated hallmark gene set (FDR = 1.79 × 10^–11^), supporting the previously described role of EMT in ADPKD cystogenesis (Fig. 4b)^16,39^. 

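Of the 14 genes that link these data to the hallmark set in Table S6, 12 fell and 2 rose in both mutants, and each passed an adjusted p-value under 0.05 in limma's test, also adjusted over the list alone. The study chose the list on these libraries, so this is not independent evidence. The medians of their log2 fold changes were −2.09 in *Pkd1*-/- and −2.36 in *Pkd2*-/- cells. *Mylk*, which encodes myosin light chain kinase, fell from 981 ± 106 normalized counts (SD, n = 4) in wild-type to 168 ± 14.7 in *Pkd1*-/- and 366 ± 47.7 in *Pkd2*-/- cells. *Fzd8* fell from 232 ± 19.4 to 51 ± 7.87 and 81.5 ± 8.96 normalized counts (SD, n = 4), respectively. Some of the genes were near 0 in 1 mutant only: *Fbln5* was at least 23.8-fold lower in *Pkd2*-/- and *Wipf1* at least 15.2-fold lower in *Pkd1*-/- cells.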

Given the smaller size of ABC_25_ and, hence, smaller possibility space, cluster-guided GSEA was complemented with gene ontology (GO) analysis, transcription factor target analysis and evaluation of the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Fig. 4c)^40–42^. Interestingly, cluster A_10_ correlated mainly with EMT; and also with factors related to the *Endoplasmic Reticulum Lumen* as well as *Post Translational Protein Modification*. 

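In cluster A_10_, 7 genes fell and 3 rose in both mutants. *Spp1*, on chromosome 5 from 104435118 to 104441050, had 3866 ± 247 normalized counts (SD, n = 4) in wild-type, 1018 ± 80.1 in *Pkd1*-/- and 1027 ± 38.3 in *Pkd2*-/- cells, with log2 fold changes of −1.92 and −1.91. It lies next to *Pkd2*, within 100 kb of the deletion in *Pkd2*-/- cells. *Fstl1* fell from 193 ± 9.78 to 8.75 ± 2.06 and 7 ± 3.16 normalized counts (SD, n = 4) in *Pkd1*-/- and *Pkd2*-/- cells. *Cdh2* rose from 114 ± 18.0 to 323 ± 41.0 and 439.5 ± 40.2, log2 fold changes of 1.505 and 1.95. *Pcolce* rose by 1.05 on the log2 scale in *Pkd1*-/- and 1.05 in *Pkd2*-/- cells, close to the threshold, and lies in a stretch of chromosome 5 whose genes were higher by a median of 0.22 in *Pkd1*-/- cells. Without wild-type replicate 4, its value in *Pkd1*-/- cells was 1.00, and without *Pkd2*-/- replicate 2, its value in *Pkd2*-/- cells was 0.999, each just under the threshold. *Tlr1* and *Tlr6* lie on chromosome 5 in a stretch that was lower by a median of −0.34 in *Pkd1*-/- cells. They fell further, with log2 fold changes of −4.89 and −3.05 in *Pkd1*-/- cells. They are paralogs next to each other, and reads that fit both could have been assigned to either gene or to neither.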

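In cluster B_8_, *Cd34* rose and the other 7 genes fell in both mutants. *Krt19* fell from 4472 ± 342 normalized counts (SD, n = 4) in wild-type to 1329 ± 61.3 in *Pkd1*-/- and 1409 ± 31.2 in *Pkd2*-/- cells. *H2afy2* fell by 4.08 on the log2 scale in *Pkd1*-/- and by 1.38 in *Pkd2*-/- cells. The homeobox genes *Dlx5*, *Meis1* and *Hoxc9* were at or near 0 in *Pkd2*-/- cells, at least 28.3-fold, 57.6-fold and 15.7-fold lower, and had means of 16, 71.5 and 14.8 normalized counts in *Pkd1*-/- cells, against 85, 173 and 47 in wild-type. *Zfp37* fell by 1.06 in *Pkd2*-/- cells. This change was −0.86, under the threshold, after a correction for GC content and transcript length that was chosen after seeing the data.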

Cluster B_8_ instead comprised genes related to *Epithelial Cell Differentiation*, *Animal Organ Morphogenesis* and *Sequence Specific DNA Binding*, suggesting a role in tissue formation. 

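In cluster C_7_, *Csf2ra* rose and the other 6 genes fell. *Cblb* fell from 1645 ± 143.95 normalized counts (SD, n = 4) in wild-type to 706 ± 29.9 in *Pkd1*-/- and 762 ± 138 in *Pkd2*-/- cells. *Mtmr7* had log2 fold changes of −1.36 in *Pkd1*-/- and −4.02 in *Pkd2*-/- cells. For *Plcg2* and *Ffar4* these were −1.64 and −1.53 in *Pkd1*-/- and −1.35 and −2.04 in *Pkd2*-/- cells.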

And cluster C_7_ seemed exclusively related to phosphorylation-dependent cellular signaling (Fig. 4c). For full GSEA results, see Table S6.

The transcriptional regulation of CD_178_ was probed by transcription factor enrichment analysis using the ShinyGO and GeneSetDB meta-databases^41,42^. Seven transcription factors were identified to be significantly enriched in the regulation of CD_178_ (FDR < 0.05; *Ar*, *Cebpd*, *Esr1*, *Ets2*, *Gli1*, *Tp53* and *Rbpj*; TF_7_), controlling at least 17 of the 178 genes in CD_178_ (Fig. 4d,e). 

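*Esr1* was weakly expressed, with 10.5 ± 2.38 normalized counts (SD, n = 4) in wild-type, 2.50 ± 1.29 in *Pkd1*-/- and 0.25 ± 0.5 in *Pkd2*-/- cells. In *Pkd1*-/- cells this was a log2 fold change of −1.77 (standard error 0.43, adjusted p = 0.00449 from limma). In *Pkd2*-/- cells, where the libraries held 0 or 1 count, it was at least 3.50-fold lower, with an adjusted p of 6.21e-06 from limma. All wild-type libraries were above all libraries of either mutant (exact permutation test, p = 0.0286). With counts this low, the fitted log2 fold change depends on the pseudocount: with 5 in place of 1, it was −1.05 in *Pkd1*-/- and −1.55 in *Pkd2*-/- cells. A minimum mean of 10 normalized counts leaves *Esr1* untested. *Ets2* fell by 0.75 in *Pkd1*-/- cells (adjusted p = 7.55e-10 from limma) and had a log2 fold change of 0.12 in *Pkd2*-/- cells (adjusted p = 0.0519). *Rbpj* fell by 0.41 in *Pkd1*-/- cells, where the part of chromosome 5 that holds it was also lower, and was 0.05 in *Pkd2*-/- cells. *Gli1* had 1 ± 1.15, 7.25 ± 3.95 and 0.75 ± 0.96 normalized counts (SD, n = 4) in wild-type, *Pkd1*-/- and *Pkd2*-/- cells, at least 2.40-fold higher in *Pkd1*-/- than in wild-type cells. *Trp53*, the mouse gene for p53, changed by 0.07 and 0.13 and *Cebpd* by −0.14 and −0.03 on the log2 scale. Among the tested genes of this list, 4 had an adjusted p-value under 0.05 in *Pkd1*-/- and 2 in *Pkd2*-/- cells over all genes, and 4 and 3 adjusted over the list alone, which the study derived from these libraries and which is not independent evidence.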

Targeted expression analysis of TF_7_ demonstrated for *Esr1* a significant down-regulation in *Pkd1*^−/−^ and *Pkd2*^−/−^ cells (log_2_ fold change = –1.04, FDR = 0.003 and log_2_ fold change = − 1.54 , FDR = 1.78 × 10^–6^, respectively); none of the other 6 TF_7_ factors showed consistent, *Pkd1-* and *Pkd2*-dependent differences in gene expression (Table S7). Because the PC-1/TRPP2 receptor-ion channel structure makes a direct control of cellular transcription unlikely, it is intriguing to speculate that non-transcriptional polycystin signaling regulates TF_7_ activity, which in turn may control PKD-dependent gene expression in kidney tubular epithelial cells^43^. Ca^2+^-regulation and phosphorylation-dependence, for example, have been described for the zinc-finger protein GLI1 and the cellular tumor antigen p53^44,45^. TF_7_ transcription factors may, hence, provide a mechanistic link from PC-1/TRPP2 channel activity to down-stream regulation of cellular gene expression.

Another important contributor to both protein–protein associations and control of gene expression levels is alternative splicing of pre-mRNAs^46^. To date, alternative splicing has not been reported in ADPKD. Analysis of differential exon usage in our wild-type, *Pkd1*^−/−^ and *Pkd2*^−/−^ RNA-seq data identified 176 Pkd-responsive exons in 107 distinct genes (Fig. 5a,b). Within CD_178_, three genes (*Pik3r1*, *Bex4* and *Slc16a3*) showed significant differences in exon usage (Fig. 5c). Similarly, TF_7_ *Rbpj* exon usage seemed to be Pkd-dependent (Fig. 5d). Notably, *Pkd1* exons 11, 15, 34 and 46 were differentially spliced in *Pkd2*-deficient cells (Fig. 5e,f). This indicated that functional TRPP2 is required for both, the amount and the splice variant of *Pkd1* gene expression (Figures S1c, 5e,f). Although direct derivation of biologically meaningful insights from these data is challenging, it reinforced the intimate mutual regulation of PKD genes and PC-1/TRPP2 proteins.

**Figure 5:**
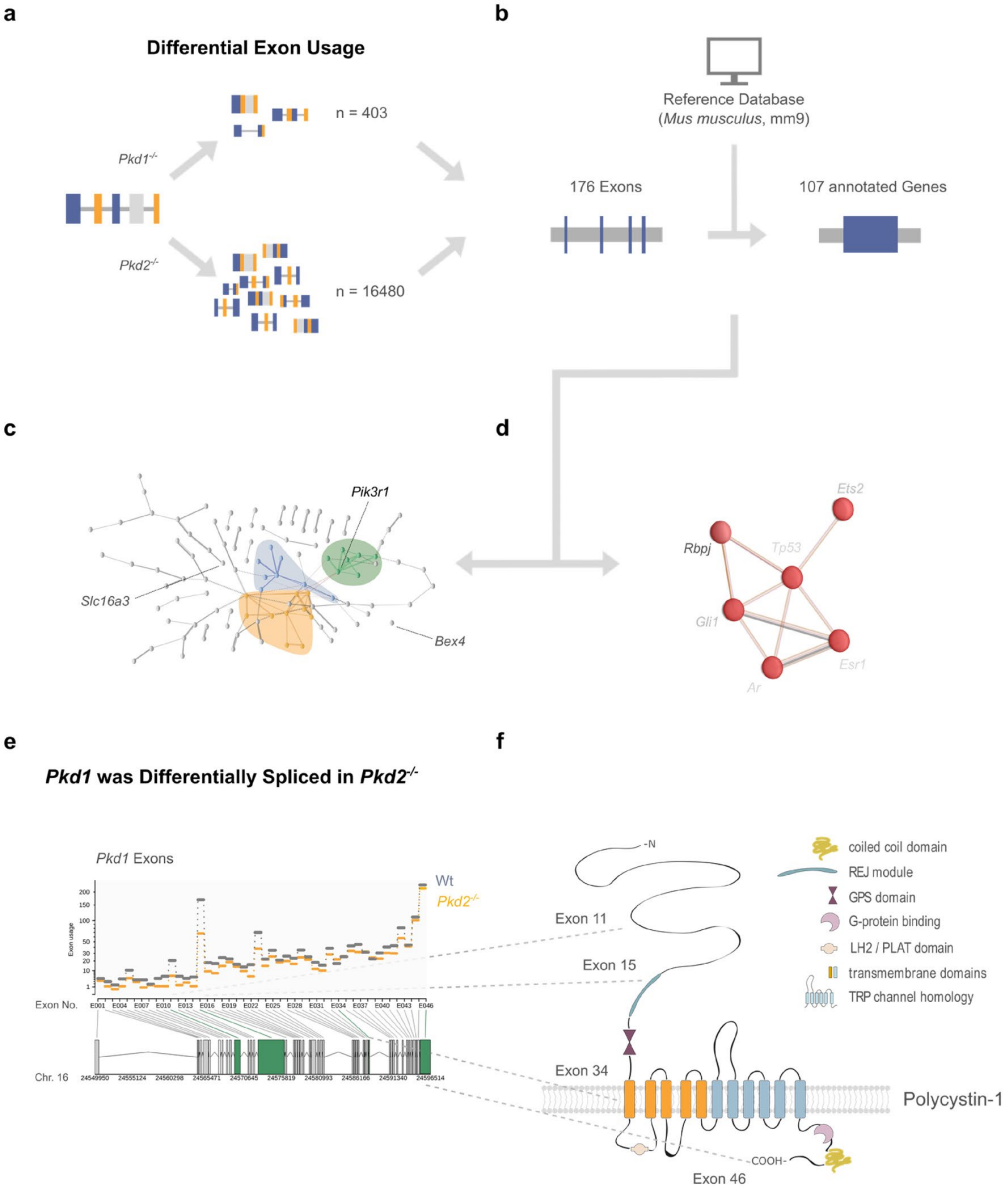
Loss of *Pkd1* and *Pkd2* caused significant alteration in exon usage, including differential splicing of *Pkd1*. (**a**) Differential exon usage in Pkd1^−/−^ and Pkd2^−/−^ cells was assessed using DEXSeq^99,100^. Surprisingly, the number of transcripts with differential exon usage compared to wildtype was > 70-fold higher in Pkd2-deficient cells than in Pkd1^−/−^ cells (n = 16,480 vs. n = 403). (**b**) 176 differentially used exons overlapped between both genotypes. Identified exons mapped to 107 annotated genes and 39 genomic loci without annotation. 107 characterized genes are thus differentially spliced in Pkd1^−/−^ and Pkd2^−/−^ cells. (**c**) Within the CD_178_ core set of genes with Pkd-dependent mRNA expression, Pik3r1, Bex4 and Slc16a3 showed additional Pkd-dependent alterations in exon usage. Interestingly, Pik3r1 was associated with protein phosphorylation in functional cluster C_7_ (Fig. 4c). (**d**) TF_7_ transcription factor Rbpj showed differential splicing in Pkd1^−/−^ and Pkd2^−/−^ cells. Rbpj activity had been linked to the expression of 4 CD_178_ genes: Cdh2, Glul, Mt2 and Spp1 (Fig. 4e). (**e**) and (**f**) further corroborated the functional interdependence of PKD1 and PKD2, Pkd1 exons 11, 15, 34 and 46 showed reduced usage in Pkd2^−/−^ cells. 4 domains of Polycystin-1 (PC-1) were affected: exons 11 and 15 project to the long extracellular N-terminus of PC-1, with exon 15 being part of the receptor of egg jelly module; exon 34 contributes to formation of the transmembrane domains; and exon 46 forms part of the intracellular C-terminus.

Furthermore, integration of protein association- and transcription factor-derived networks delineated putative Pkd-dependent regulatory cascades in mIMCD3 cells: 5 ABC_25_ genes (*Cd34*, *Spp1*, *Cdh2*, *C3* and *Mmp2*) were linked to 6 of the TF_7_ transcription factors, thus, further connecting phenotypic ADPKD pathogenesis to the unknown cellular functions of *PKD1* and *PKD2* (Fig. 4e).

### Combining published and newly generated data on PKD1 and PKD2 deficiency generated a cross-species transcriptional profile of ADPKD and identified 9 novel targets for future development

The genetic contrast of wild-type and specifically engineered mutant renal tubular epithelial cells provided the opportunity to assess the intricacies of Pkd-dependent transcriptional regulation in simplified cellular isolation. To weigh the relative importance of newly identified CD_178_ pathways in the complex ADPKD in vivo pathophysiology, we next expanded our investigation to the in vitro in vivo correlation of CD_178_-derived pathways.

Renal expression of CD_178_ genes was analyzed by cell type^47^. As expected by the mIMCD3 data source, all CD_178_ genes were consistently expressed along the nephron without particular cortical or juxtamedullary enrichment (Figure S4a–c). Within the nephron, parietal cells (> 60%), collecting duct (> 40%) and medullary pelvis epithelium (> 50%) show the highest expression of CD_178_ genes (Figure S4a–c).

To evaluate the relevance of the newly identified CD_178_ genes for ADPKD pathophysiology we performed a comprehensive cross-species meta-analysis of PKD-dependent RNA expression. At the time of analysis, data were available from six studies evaluating *PKD1*-dependent transcription and one evaluating loss of *Pkd2*: one in renal tubular cells; five in mutant mouse renal tissue; and one in cystic human kidneys (Table S8)^12–16,18^. Data from non-orthologous models of ADPKD were not included in the analysis. For internal validation, we furthermore performed RNA-seq of whole kidneys from littermate control and adult-onset conditional *Pkd1*^−/−^ mice (n = 7; *Pkd1*^*tm2Ggg*^/*Pax8*^*rtTA*^; induction from post-natal day 28 to 42; RNA isolation in week 12) (Figure S5a–c).

Pooled analysis of aggregated data showed that expression of 117 CD_178_ genes had been described previously as *PKD*-dependent (Figure S6a). Of those, 31 replicated in ≥ 3 independent transcriptional profiles (Rep_31_), with six genes (*ALDH2*, *APLN*, *GAL3ST1*, *HS6ST2*, *PANK1* and *PCSK9*) showing concordant regulation across studies, substantiating their pathophysiological relevance in ADPKD (Figs. 6a,b, S6b,c). 61 *PKD1/2*-dependent genes in CD_178_, on the other hand, had not been associated with ADPKD before (New_61_) (Fig. 6a,c).

**Figure 6:**
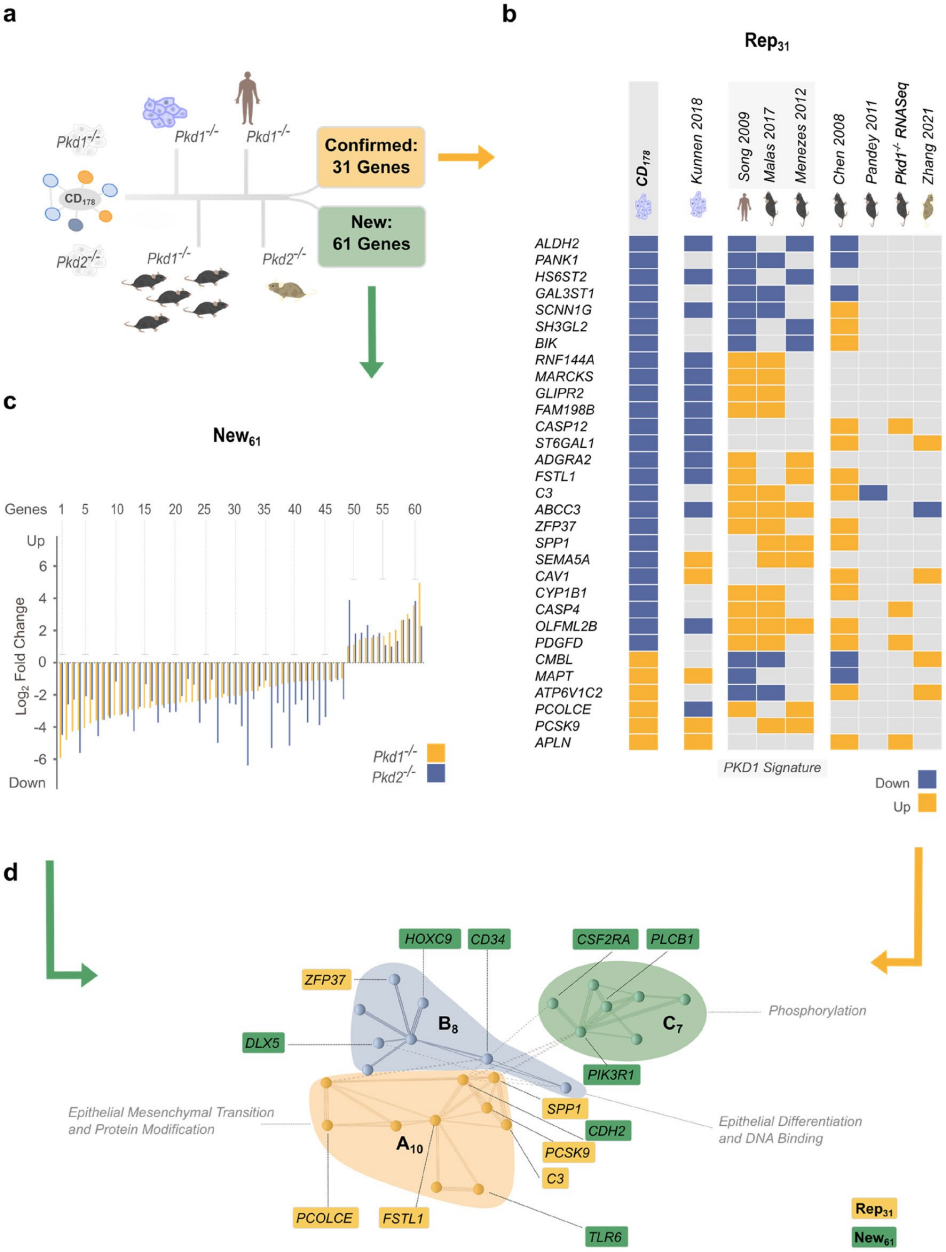
Cross-species meta-analysis of independent ADPKD transcriptomic profiles. (**a**) 7 independent Pkd1^−/−^ transcriptomic studies were chosen for a meta-analysis approach, comprising cell culture, mouse tissue as well as human kidney samples^12–16,18^. 6 studies had been previously published, 3 in another meta-analysis^15^. 1 mouse model (Pkd1^−/−^ RNA-seq) was established for independent confirmation (Figure S5). 31 genes were identified in the core data set and at least 3 other studies. 61 genes are reported in the core data set only. (**b**) Of 31 confirmed genes Rep_31_, 2 showed concordant upregulation, 4 downregulation. Interestingly, 10 genes are concordantly regulated in cell culture models with discordant regulation in animal/human models. (**c**) Complementing published data sets, CD_178_ combined regulation by Pkd1^−/−^ and Pkd2^−/−^. A total of 61 genes appeared in CD_178_ only (New_61_). (**d**) Combining the cross-species meta-analysis with function-based mapping and gene enrichment analysis of ABC_25_ highlighted 8 yet unreported and 6 confirmed genes. Both, confirmed and new genes were represented in clusters A_10_ and B_8._ Interestingly, none of the Rep_31_ but 3 of New_61_ genes were represented in functional cluster C_7_. Thus, combining Pkd1^−/−^ and Pkd2^−/−^ identified new targets for in-depth analysis of ADPKD pathogenesis.

To expand our mechanistic understanding of New_61_ in PC-1/TRPP2 signaling and identify novel targets for development in ADPKD, we probed the pathophysiological relevance of respective genes by applied bayesian inference^48^: (1) Through identification, New_61_ genes were selected to show significant concordant changes (log_2_ fold change ≥|1|) in *Pkd1*- and *Pkd2*-deficient mIMCD3 cells (Fig. 6c). (2) Analysis of renal cell type-specific mRNA profiles and comparison to Rep_31_ expression validated disease relevant tissue expression for 49 New_61_ genes (Figure S4)^49^. And importantly, (3) qualitative Rep_31_-based pathway mapping showed a significant functional correlation of Rep_31_ and New_61_. This cross-correlation was most prominent in the ABC_25_ cluster, which directly linked 6 replicated (*C3*, *FSTL1*, *PCOLCE*, *PCSK9*, *SPP1* and *ZFP37*) and 8 newly identified (*CD34*, *CDH2*, *CSF2RA*, *DLX5*, *HOXC9*, *PIK3R1*, *PLCB1* and *TLR6*) genes (Fig. 6d). It is, hence, obvious to hypothesize about the relative contributions of ABC_25_ genes and pathways in loss-of-PKD-dependent cystogenesis and tissue transformation. *FSTL1*, for example, has been linked to kidney fibrosis and *TLR6* to proinflammatory signaling pathways in tubulointerstitial disease^50,51^.

Taken together, our unbiased, model-guided meta-analysis of PKD-responsive transcription clarified conserved cellular signaling pathways in cystogenesis and identified 8 novel high confidence targets for in-depth analysis in ADPKD.

## Discussion

Transcriptomics has emerged as a powerful systems approach for exploring cellular responses to disease-causing mutations^52^. Some discoveries have already translated to the development of novel preventative and therapeutic strategies, including enzyme replacement therapies in deficiency disorders, antisense oligonucleotide therapies for spinal muscle atrophy and channel modulators for gain-of-function channelopathies^53–55^. However, extracting medically relevant changes in mRNA expression from large transcriptional profiles is a challenging task. The indirect link between mRNA abundance and respective protein activity is a key biological limitation^56^. Experimental setup, choice of model system or stage of disease generally limit validity^57^. The limited concordance of previous ADPKD transcriptomic analysis, particular from animal models clearly illustrate these challenges^15,19^. Here, we applied a genetics-guided data science approach to address these constraints and to reveal core genes and transcriptional pathways that have a high likelihood to promote ADPKD pathology. Methodologically, the kidney epithelium-specific transcriptome of ADPKD was profiled by comparing wild-type mIMCD3 cells with one clonal *Pkd1*^−/−^ and one *Pkd2*^−/−^ mIMCD3 cell line. Unbiased differential gene expression (DGE) and principal component analysis (PCA) were used to minimize the probability of erroneous inference and provide a robust ADPKD reference profile for more complex disease models.

Data simplification by PCA is designed to reduce data dimensions and facilitate approximation of data. Data dimensionality in PCA is mathematically reduced by transforming a number of correlated variables into uncorrelated principal components (PCs). In our experiment, PC1 explained 69% of sample variance and PC2 29%. PC1 is most likely reflective of non-genetic clonal variation due to epigenetics and stochastic gene expression as well as divergent *Pkd1/2* signaling in mIMCD3 cells (Figs. 3d, S3a–e). Furthermore, the contribution of PC1 to total sample variance is in line with previous analyses of clonal variation in various cell types^58,59^. PC2, on the other hand, better correlated with *Pkd1/2* gene expression (Fig. 3d). The significant overlap of differentially expressed genes (DGE_251_) and PC2-based PCA_501_ in the *Pkd1/2*-dependent CD_178_ core data provided critical evidence for this argument (Fig. 3f).

The potential biological relevance of CD_178_ in vivo was subsequently validated by meta-analysis of independent ADPKD transcriptomes, including new data from a *Pkd1*^−/−^ mouse model (Fig. 6a–d). Putative confounding factors of this approach remain our incomplete understanding of the relevant ADPKD phenotype in vitro as well as missing or biased information in reference biobanks^60^. Still, available data was sufficient to identify the *PKD1/2* > TF_7_ > ABC_25_ hierarchical regulatory network, which may comprise core pathways amplifying transient polycystin-dependent ion flux into stable cellular differentiation and renal tubular structure (Figs. 4e, 6d). Derived from the largest volume of ADPKD mRNA expression data available, the *PKD1/2* > TF_7_ > ABC_25_ signaling cascade—and in particular the 6 replicated and 8 newly identified genes—generated novel, testable hypotheses that may broaden our understanding of PKD-dependent tissue homeostasis in health and disease.

For example, sex has been described as significant determinant of ADPKD disease severity^61^. Men with ADPKD often have worse renal cystic disease but less severe liver cystic disease^62^. Supported by the male origin of mIMCD3 cells, *PKD1/2* > *AR* > *CDH2* signaling in cluster A_10_ may contribute to this phenotype (Figs. 4e, 6d and Table S9). 

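The Y-chromosome genes were expressed in all 3 genotypes. Of the Y-chromosome genes in Table S9, 6 had a mean of at least 10 normalized counts: *Kdm5d*, *Uty*, *Ddx3y*, *Eif2s3y*, *Gm47283* and *Gm29650*. *Ddx3y* had 3581 ± 299 normalized counts (SD, n = 4) in wild-type and 4919 ± 275 in *Pkd2*-/- cells, and 1176 ± 36.0 in *Pkd1*-/- cells, a log2 fold change of −1.60 (standard error 0.06, adjusted p = 3.33e-13 from limma). *Kdm5d* fell from 1554 ± 106 to 500.2 ± 58.0, *Uty* from 2113 ± 168 to 647 ± 54.8 and *Eif2s3y* from 2905 ± 20.7 to 1039.8 ± 45.6 normalized counts (SD, n = 4) in *Pkd1*-/- cells. The median log2 fold change of the 6 genes was −1.62 in *Pkd1*-/- cells, and their means stood at a median ratio of 0.325 to wild-type. In *Pkd2*-/- cells the genes went both ways: *Ddx3y* and *Eif2s3y* were higher by 0.46 and 0.42, *Gm29650* had a log2 fold change of −0.69, and the median, 0.10, was −0.045 without wild-type replicate 3. With a pseudocount of 5, the median in *Pkd1*-/- cells was −1.54, the largest move of any alternative set beforehand. *Gm47283* rests on scattered counts, and its change in *Pkd1*-/- cells had an exact permutation p of 0.114. *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* have a close copy on the X chromosome, and reads that fit both can be assigned to either or to neither. The summed change of these 4 copies in *Pkd1*-/- cells was 16.5% of the counts that the 4 genes lost. The copy of *Ddx3y* gained 51.2% of what *Ddx3y* lost, that of *Kdm5d* 20.0% and that of *Eif2s3y* 2.4%. The copy of *Uty* fell, with a change of −25.0% of what *Uty* lost, which lowers the sum.

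**Figure D1:**
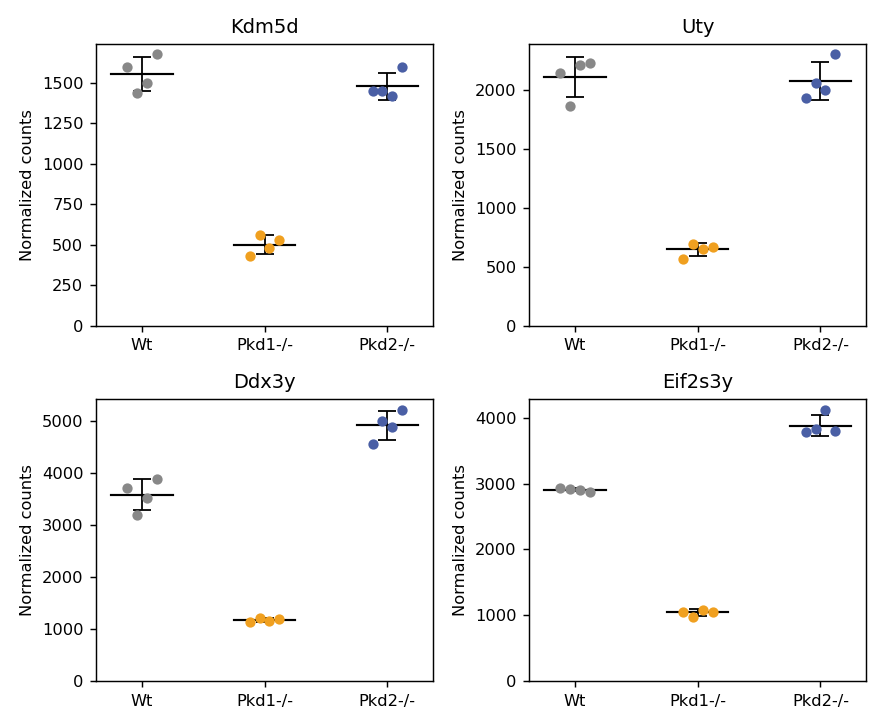
Normalized counts of 4 Y-chromosome genes in each library, by genotype. Points are libraries, horizontal lines are means and error bars are the SD (n = 4). The *Pkd1*-/- libraries of *Uty* lie around a mean of 647, below all other libraries, and the same holds for the other genes.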

The *AR* gene in TF_7_ encodes the steroid-hormone activated androgen receptor, which regulates eukaryotic gene expression and affects cellular proliferation and differentiation in many target tissues^63^. Consistent with a putative input from PC-1/TRPP2, AR transcription factor activity is modulated by bound coactivator and corepressor proteins as well as post-translational modifications^64^. AR-regulated *CDH2* encodes cadherin-2, a Ca^2+^-dependent cell adhesion protein that is known to be important for the establishment and maintenance of the multicellular structure of organs^65^. Notably, renal proximal tubular cells are the only epithelial cells in the adult organism expressing cadherin-2 as major cell–cell adhesion protein^66^. Up-regulation of *CDH2* is a hallmark of EMT, which has been described extensively for cyst-lining cells (Figure S6d)^67,68^. Further investigation of *PKD1/2* > *AR* > *CDH2* may hence link several important disease-modulating factors in men with ADPKD.

Within the *Epithelial Cell Differentiation* cluster B_8_, *PKD1/2* > *ETS2* > *CD34* may provide another interesting model to test (Figs. 4e, 6d). *ETS2* encodes the epithelium-specific, winged helix-turn-helix E26 transformation-specific proto-oncogene 2 transcription factor (ETS2) that regulates diverse cellular activities, including apoptosis, cell growth, adhesion, the extracellular matrix and other transcription factors^69^. ETS2 is a labile protein with a short half-life^70^. ETS2 transcription factor activity is regulated by E3 ligase-dependent ubiquitination and subsequent proteasomal degradation^71,72^. Interestingly, PC-1/TRPP2 has already been shown to regulate the activity of two E3 ligases, SIAH-1 and c-CBL^73–75^. Also, ETS2 is a downstream effector of the RAS/RAF/ERK pathway that promotes disease pathogenesis in ADPKD^76^. CD34 is regulated by ETS2 and is a common marker for diverse progenitor cells with progressive downregulation on more mature cells^77^. Functionally, CD34 is a sialomucin-type single-transmembrane glycophosphoprotein closely related to podocalyxin that seems to alter cellular adhesive properties^78,79^. CD34 is furthermore intracellularly coupled to CRKL, which has been associated with congenital kidney anomalies in DiGeorge Syndrome, including microcystic tubules and glomeruli^80,81^. The observed PKD-dependent over-expression of *CD34* may therefore contribute to cystogenesis by causing cellular de-differentiation that interferes with renal tubular stability (Figure S6d).

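In mIMCD3 cells, *Cd34* (on chromosome 1 from 194938819 to 194961279) had 40 ± 5.29 normalized counts (SD, n = 4) in wild-type, 1561 ± 90.4 in *Pkd1*-/- and 228 ± 39.7 in *Pkd2*-/- cells. The log2 fold changes were 5.26 (standard error 0.12, adjusted p = 3.66e-16 from limma) and 2.47 (standard error 0.12, adjusted p = 4.15e-12), with the larger rise in *Pkd1*-/- cells. Of the wild-type libraries, the highest held 47 counts, and the lowest mutant library held 191.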

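*Csf2ra*, on chromosome 19, rose from 25.2 ± 5.74 normalized counts (SD, n = 4) in wild-type to 62.8 ± 3.30 in *Pkd1*-/- and 104 ± 19.6 in *Pkd2*-/- cells, a log2 fold change of 1.30 (standard error 0.18, adjusted p = 2.40e-05 from limma) in *Pkd1*-/- and 2.01 in *Pkd2*-/- cells. The genes of chromosome 19 as a whole were higher in both mutants, by medians of 0.18 and 0.28. *Pik3r1* fell from 1045 ± 167 to 505 ± 7.66 and 478 ± 68.0 normalized counts (SD, n = 4), log2 fold changes of −1.03 and −1.12. Without wild-type replicate 1, the change in *Pkd1*-/- cells was −0.94 and no longer passed the threshold. *Plcb1* fell from 423 ± 44.5 to 14 ± 5.35 normalized counts (SD, n = 4) in *Pkd2*-/- cells, and was at least 141-fold lower in *Pkd1*-/- cells, where all libraries were at or under 3 counts.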

In cluster C_7_ we identified *CSF2RA*, *PIK3R1* and *PLCB1* as novel genes responsive to *PKD1* and *PKD2*, but not enough biobank information was available to automatically develop transcription-based regulatory signaling models (Figs. 4e, 6d). However, functional links to ADPKD have been described previously for *PIK3R1* and *PLCB1*. *PIK3R1* encodes phosphoinositide-3-kinase regulatory subunit 1 (PIK3R1), the major suppressive regulatory subunit of phosphoinositide 3-kinase (PI3K). PI3K participates in a broad range of regulatory processes, including cell growth, proliferation, metabolism and secretion^82^. In cancer, loss of PIK3R1 has been shown to promote EMT and cellular proliferation by over-activation of downstream AKT signaling^83^. In ADPKD, increased PI3K/AKT signaling has been described as disease modifying, but both, loss and gain of *PKD1* have been linked to mis-regulated pathway activity^84–88^. Increased PIK3R1 protein expression has been observed in conditionally immortalized human tubular epithelial cells from ADPKD patients^89^. Disease status, species differences or the observed Pkd-dependent *Pik3r1* exon usage may reconcile these divergent findings, but additional experimental data are needed to clarify the molecular function of PIK3R1 in ADPKD. *PLCB1* encodes phospholipase C beta 1 (PLCβ1), which catalyzes the formation of inositol 1,4,5-trisphosphate (PiP_3_) and diacylglycerol (DAG) from phosphatidylinositol 4,5-bisphosphate (PiP_2_). PLCβ1 uses Ca^2+^ as a cofactor and plays an important role in the intracellular transduction of many extracellular signals^90^. Gα_q_-mediated activation of PLC has been described downstream of PC-1^91^.

Our transcriptomic analyses yielded novel, testable hypotheses and highlighted our still rather limited understanding of cellular physiology. Publicly available biobank data allowed for the identification and cross-correlation of ABC_25_, but were insufficient to develop unbiased hypotheses for most variations in PKD-dependent gene expression. To date, combination of sophisticated model systems and high-resolution methods yield volumes of relevant transcriptomic data. Yet, interpretation has proven challenging when it comes to deriving biological meaning, as most types of systemic analysis, such as over-representation analysis, GSEA and signaling pathway impact analysis, rely to some degree on a priori knowledge of the pathways, the biological role, or the molecular function of genes^38,92^. As such, annotations have been instrumental for understanding molecular signatures of many diseases. But annotation-based approaches have significant drawbacks that limit the insights that can be gleaned from respective analyses. For instance, there is a strong underlying assumption that orthologous genes share similar biological functions. This may overemphasize highly conserved cellular processes and potentially overlook important species-specific and/or tissue-specific functions^93^. Similar network effects cause well-studied genes to continuously accrue data, while the non-randomness of missing annotations is more likely to disadvantage primate specific genes or new targets without a wealth of literature^94,95^. With more data becoming publicly available, future in silico re-analyses of CD_178_ have therefore the intriguing potential to further clarify core functional connections currently still hidden in the ADPKD transcriptomic profile.

Taken together, our data indicate the robust power of integrative transcriptomics to select targets for subsequent functional studies in ADPKD, including the 6 replicated (*C3*, *FSTL1*, *PCOLCE*, *PCSK9*, *SPP1* and *ZFP37*) and 8 newly identified (*CD34*, *CDH2*, *CSF2RA*, *DLX5*, *HOXC9*, *PIK3R1*, *PLCB1* and *TLR6*) genes (Fig. 6d).

## Methods

### Contact for reagent and resource sharing

Further information and requests for resources should be directed to the Lead Contacts, Michael Köttgen () and Alexis Hofherr ().

### Key resources

Details on key resources are listed in the supplementary information Key Resources Table.

### Experimental model details

#### Cell culture

Murine inner-medullary collecting duct cells (mIMCD3) were isolated from healthy mice expressing the early region of simian virus SV40 (Tg(SV40E)Bri/7) to sustain continuous proliferation in vitro^22^. Wild-type mIMCD3 cells are diploid, consistently differentiate and replicate collecting duct-like transport activity^22–25^. *Pkd1*^−/−^ and *Pkd2*^−/−^ mIMCD3 cells have been described previously^28^. Independent deletion of *Pkd1* (CRISPR) and *Pkd2* (TALEN) was confirmed by DNA sequencing and validated by RNA-Seq: mIMCD3 *Pkd1*^−/−^ (Δ-chr. 17: 24,550,055–24,594,963/Δ-chr. 17: 24,550,106–24,594,903); mIMCD3 *Pkd2*^−/−^ (Δ-chr. 5: 104,478,281–104,490,878)^28^. 

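Expression along the chromosomes was compared over the genes with a mean of at least 10 normalized counts, as the median log2 fold change against wild-type per chromosome. For most chromosomes the median was within 0.1 of 0 in both mutants. On chromosome 2, it was 0.33 in *Pkd2*-/- cells over 1058 genes, of which 78.3% were higher than in wild-type, and 0.05 in *Pkd1*-/- cells. In blocks of 50 neighboring genes, all 21 blocks were higher in *Pkd2*-/- cells, with medians from 0.25 to 0.49. On chromosome 19, over 482 genes, 77.6% were higher in *Pkd1*-/- and 76.3% in *Pkd2*-/- cells. On chromosome 5, the median in *Pkd1*-/- cells was −0.17 over 923 genes, and it changed along the chromosome. From 3.2 to 105.6 Mb, 83.3% of 450 genes were lower, and from 121.2 to 129.9 Mb, 87.0% of 100 genes were lower, with medians of −0.34 and −0.36. From 105.7 to 121.2 Mb and from 129.9 Mb to the end, the medians were 0.14 and 0.22. *Pkd2* lies in the last block of the first stretch, and the genes that follow it, *BC005561* and *D930016D06Rik*, had log2 fold changes of 0.00 and 0.05 in *Pkd1*-/- cells. The medians of the 4 libraries differed by little for chromosome 2 in *Pkd2*-/- cells, from 0.33 to 0.34, and for chromosome 5 in *Pkd1*-/- cells, from −0.18 to −0.15. In *Pkd2*-/- cells they ranged more widely for chromosome 19, from 0.22 to 0.305, and for mitochondrial genes, from −0.53 to 0.33. Of 16 tested genes within 100 kb of a deletion, only *Spp1*, near the deletion in *Pkd2*-/- cells, passed both thresholds in the clone that carries the deletion, and it fell as far in *Pkd1*-/- cells.

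**Figure D2:**
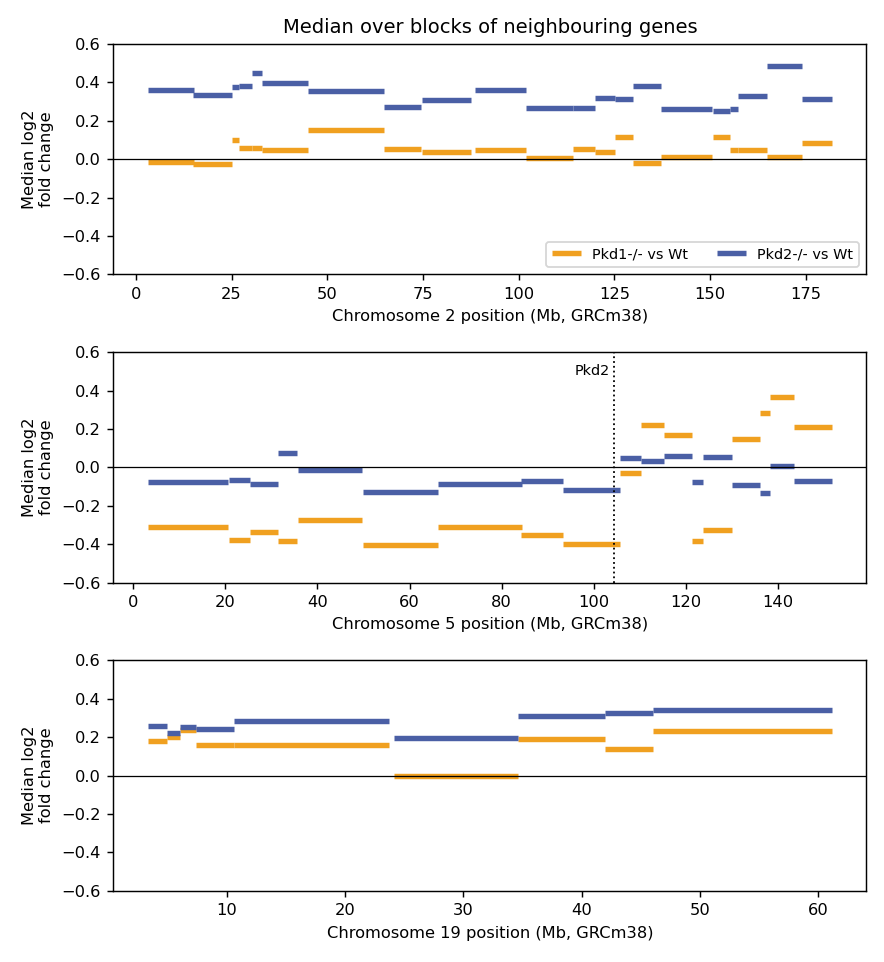
Median log2 fold change against wild-type of blocks of 50 neighboring genes along chromosomes 2, 5 and 19, for *Pkd1*-/- and *Pkd2*-/- cells. Bars span each block's genes, the horizontal line marks no change and the dotted line marks *Pkd2*. All blocks of chromosome 2 are above 0 in *Pkd2*-/- cells, and chromosome 5 alternates between lower and higher stretches in *Pkd1*-/- cells.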

RNA-seq read mapping and de novo transcriptome assembly did not indicate significant genome-editing induced off-target effects in *Pkd1/2* cells. Flow cytometry-based DNA content measurement showed normal ploidy in all cell lines. Loss of respective PC-1 and TRPP2 expression was demonstrated by Western blot. Overall viability, proliferation and differentiation, including ciliation, basal lamina formation and transepithelial electrical resistance, were similar in wild-type and mutant cells^28^.

Cells were cultured in a mix of Dulbecco’s modified eagle’s and F12 medium (DMEM-F12; Lonza), which was supplemented with 10% fetal bovine serum and 1% Penicillin–Streptomycin (10,000 U Penicillin and 10 mg / ml Streptomycin; both Sigma Aldrich). Cells were grown at 37 °C and 10% CO_2_. PCR-based testing for mycoplasma contamination was performed regularly. New ampules were started after ~ 25 passages. Cells were harvested using 0.25% Trypsin–EDTA (Gibco). Cell counts were performed by Countess II cell counter (Thermo Fisher).

### Method details

#### Protein isolation, SDS-PAGE, Western blot and ECL detection

Cells were grown to epithelial confluency (5 days). Cells were lysed, proteins were isolated, processed in SDS-PAGE and Western blot and detected by electrochemiluminescence as described previously^101^. For TRPP2-immunoprecipitation, mouse anti-TRPP2 antibody was used (Santa Cruz Biotechnologie Inc., Dallas, USA). Beta-actin was targeted using anti-beta-actin antibody (Sigma Aldrich, St. Louis, USA). Luminescence was detected by a 16-bit ChemoCam system (Intas).

#### Immunofluorescence

Indirect immunofluorescence staining of cells has been described previously^102^. Briefly, after reaching full confluency cells were permeabilized using Triton X-100 (Carl Roth GmbH, Karlsruhe, Germany) and fixed by paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA, USA). Cells were stained by primary (1:50 anti-ZO1 rat, Santa Cruz Biotechnology, Dallas, USA, 1:800; anti-alphaTubulin rabbit, Sigma Aldrich, St. Louis, USA) and secondary antibodies (1:1000 Anti-rat IgG, Cy3, Jackson Lab. Inc., Waltham, USA; anti-rabbit IgG, Cy3; Jackson Lab. Inc., Waltham, USA) in PBS. DAPI (Sigma-Aldrich) was added in a dilution of 1:1000 to visualize DNA. Bright-field images were recorded using an Axio Vert Observer microscope Z1 (Zeiss).

#### RNA isolation

For wildtype/Pkd comparison, six 10 cm cell culture dishes were grown per genotype to full confluency and ciliation, starting with 5 × 10^6^ cells per dish. RNA Isolation was performed 4 days after full confluency according to manufacturer’s protocol using the RNeasy Plus Mini Kit (Qiagen), harvesting 2 × 10^6^ cells per dish. Purification of RNA samples was performed by solvent extraction with 100% ethanol followed by precipitation with ammonium acetate.10 µl glycogen was added to 100 µl RNA solution. RNA was solved in 10 µl ammonium acetate (7.5 M) and 250 µl ethanol (100%). After 30 min at − 80 °C RNA was precipitated and separated by centrifugation for 30 min with 13,000 rpm at 4 °C. RNA was then washed twice in 200 µl cold ethanol (80%) followed by 30 min centrifugation with 13,000 rpm at 4 °C. RNA pellets were dried for 5 min at room temperature and resuspended in 10–15 µl RNAse-free water. Quality of RNA was checked by a Nanodrop photometer (Thermo Fisher). Four of the six samples were chosen for RNA-seq according to highest ratios for A260/280 (> 2.0) and A260/230 (> 2.0). RNA-seq was performed by GATC (Konstanz, D) on Illumina HiSEQ2500.

#### RNA sequencing (RNA-seq) analysis

RNA-seq was performed in samples from wild-type as well as from one *Pkd1*^−/−^ and one *Pkd2*^−/−^ mIMCD3 clone. Despite multiple sampling, untargeted analysis of such clonal cell lines may be confounded by undetected, random genome editing-induced off-target effects or clonal artifacts. To minimize false discovery, mIMCD3-based transcriptomic profiling of ADPKD was hence restricted to consistent changes across the two independent Pkd genotypes. Data was analyzed with Galaxy Europe^103^ (https://usegalaxy.eu/). Reads were first trimmed and quality checked with Trim Galore (Galaxy Tool Version 0.4.3.1) and FastQC (Galaxy Tool Version 0.72), respectively. Reads were aligned to the mouse genome version mm10 (GRCm38) applying HISAT2 (Galaxy Tool Version 2.1.0 + galaxy3)^104^. Mapped reads were counted with htseq-count (Galaxy Tool Version 0.9.1)^105^. Differential gene expression (DGE) was tested using DESeq2 (Galaxy Tool Version 2.11.40.4) using a cutoff of log_2_ fold change of ≥ 1 for upregulated and ≤ − 1 for downregulated genes^35,106^. False discovery rate of DGE was controlled with a p value < 0.05 adjusted for multiple testing (Benjamini–Hochberg procedure). Principal Component Analysis (PCA) was performed using DESeq2 in R^106^. Of 25′061 genes with reads obtained in the RNA-seq analysis, 10% most variant genes were selected as input for PCA (n = 2506). Data was visualized using the R packages: pcaExplorer and pheatmap^107^.

#### Alternative splicing analysis

The reads processed in the RNA-seq analysis were also aligned to the reference genome and tailored for StringTie tool with HISAT2 (Galaxy Tool Version 2.1.0 + galaxy3)^104^. De novo transcript reconstruction was conducted with StringTie (Galaxy Tool Version 1.3.6)^108^. The transcriptome was assembled using StringTie-merge (Galaxy Tool Version 1.3.6). Assembled transcripts were compared to the reference annotation (*Mus musculus*, mm9) with GFFCompare (Galaxy Tool Version 0.11.2)^109^. Exon abundancies were then estimated using DEXSeq-Count (Galaxy Tool Version 1.28.1.0)^99,100^. Differential exon usage (DEU) was tested with DEXSeq (Galaxy Tool Version 1.28.1 + galaxy1)^99,100^. False discovery rate of DEU was controlled with a p-value < 0.05 adjusted for multiple testing (Benjamini–Hochberg procedure).

#### CellNet analysis

CellNet Analysis of RNA-seq data was performed as described previously^27^. Data was uploaded to an Amazon web services (AWS) instance. No alterations to CellNet standard settings were performed. For the original code to work with the chosen AWS platform, all AWS-related URLs (https://s3.amazonaws.com/) were changed to https://s3.console.aws.amazon.com/s3/, e.g. in the "cn_s3_fetchFastq" function.

#### Kidney cell explorer analysis

Kidney Cell Explorer Analysis was performed using^47^ https://cello.shinyapps.io/kidneycellexplorer/. "Adult mouse kidney" was selected as reference data set. CD_178_ were used as input by pasting the respective gene IDs in the search field. Expression was displayed in "Average expression (rescaled)" mode and "RdYIBu" Palette. Genes were counted as "expressed" if rescaled average expression was > 0, e.g. if color was lighter than dark blue (HEX code #4575b4ff.).

#### Nephro cell analysis

Nephro cell analysis was performed using http://nephrocell.miktmc.org/. "Adult normal kidney" was selected as reference data set. Rep_31_ and New_61_ were used as input; one gene at a time. Violin plots displayed were analyzed and divided into 5 categories: 0 = not measured in the nephrocell data set; 1 = no expression; 2 = low expression, no violin plots displayed; 3 = high expression, violin plots displayed; 4 = very high expression, striking violin plots displayed. A heatmap was generated to visualize these values.

#### Transcription factor enrichment analysis

Testing for transcription factors regulating the core data set genes was performed with ShinyGO (Tool Version 0.51) using the function TF.Target.TFacts^41,42^. False discovery rate was set to < 0.05.

#### Pathway analysis

Functional protein network and transcriptional factor network were determined using the STRING (Search tool for the retrieval of interacting genes/proteins) database version 11.0^37^ (https://version-11-0.string-db.org/).

Functional enrichment analysis was performed against the Molecular Signature Database (MSigDB) v7.1 using standard hypergeometric distribution with correction for multiple hypotheses testing using FDR < 0.05 according to Benjamini and Hochberg^38,42^. Pathway databases used: Hallmark Gene Sets, Positional Gene Sets, GO Gene Sets, KEGG, All Transcription Factor Targets.

#### Cross-species meta-analysis

Available *PKD1*-responsive transcriptional data was retrieved from a literature research covering publications between 2008 and 2018^12–17^. Transgenic models were not considered for comparison. Studies were included if they provided lists of differentially expressed genes and raw data had been deposited for public access. No *PKD2* data matching above criteria were found. Ref.^18^ was included for *PKD2*-responsive expression. Lists of differentially expressed genes were obtained from the primary or supplementary data of the respective publications. Analysis of^13,16^ was based on the previously described *PKD1 Signature* by^15^. Criteria for differential gene expression were adopted from the respective studies.

#### RNA-seq and profiling of Pkd1^tm2Ggg^/Pax8^rtTA^ mice

Pkd1^*tm2Ggg*^/*Pax8*^*rtTA*^ (C57BL/6 genetic background) mice have been described previously^110^. All animal experiments were conducted according to the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals, as well as the German law for the welfare of animals, and were approved by regional authorities (Regierungspräsidium Freiburg G‐13/18, G‐15/58, and G‐16/28). Mice were housed in a specific pathogen‐free facility, fed ad libitum, and housed at constant ambient temperature in a 12‐hour day/night cycle. Breeding and genotyping were done according to standard procedures. *Pkd1* deletion was induced from post-natal day 28–42. Mice received doxycycline hydrochloride (Fagron) via the drinking water (2 mg/mL with 5% sucrose, protected from light) to induce *Pkd1* deletion. Littermates (lacking either TetO-Cre or Pax8^rtTA^) were used as controls. 2 male control animals and 5 male *Pkd1*^−/−^ animals were sacrificed at a median age of 11.8 weeks. RNA was extracted from kidneys with RNeasy Plus Mini Kit (Qiagen) according to the manufacturer's protocol as a one-step elution with 50 µl RNAse free water per sample. Quantity and quality of RNA was checked by NanoDrop One spectrophotometer (Thermofisher). RNA-seq was performed by GATC Biotech AG (Konstanz, D) on Illumina HiSeq Genome Sequencer. Data analysis was performed using the same work-flow as for CD_178_ (see "RNA Sequencing analysis"). Differentially expressed genes (FDR < 0.05) were overlapped to top 20% genes contributing to principal component 2 in the principal component analysis. Overlapping genes were summarized in the *Pkd1*^−/−^ mouse data set.

### Quantification and statistical analysis

Statistical analyses of RNA-seq data were carried out in Galaxy and R using DESeq2^103,106^. False discovery rate of DGE was set to < 0.05 (Benjamini–Hochberg procedure). The number of biological replicates (n), statistical test performed and resulting significance for each experiment is noted in the figure legend or the corresponding results section of this document. Where applicable, original data for plots is available in supplementary tables. Additional data is available upon request.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

## Data Availability

The raw and processed data from our analyses of RNA-seq will be available in the gene expression omnibus database under the accession number: GSE179947.

# Supplementary material for: Identification of pathological transcription in autosomal dominant polycystic kidney disease epithelia
**Source:** Sci Rep. 2021 Jul 23;11:15139. doi: 10.1038/s41598-021-94442-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Information**

Identification of Pathological Transcription in Autosomal Dominant Polycystic Kidney Disease Epithelia

Sebastian Friedrich^a,b,¶^, Hannah Müller^a,¶^, Caroline Riesterer^a,¶^, Hannah Schüller^a^, Katja Friedrich^a^, Carlotta Leonie Wörner^a^, Tilman Busch^a^, Amandine Viau^c^, E. Wolfgang Kuehn^a,d^, Michael Köttgen^a,d,‡^, Alexis Hofherr^a,‡^

^¶^ **These authors contributed equally**

# Supplementary Information

## Key Resources Table

## Figures S1 – S6

## Tables S1 – S10

# Key Resources Table

| **REAGENT / RESOURCE** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| **Antibodies** | | |
| Rat monoclonal anti-ZO1 | Santa Cruz Biotechnology,  Dallas, USA | Cat# sc-33725;  RRID: AB_628459 |
| Rabbit monoclonal anti-alphaTubulin | Sigma Aldrich,  St. Louis, USA | Cat# T6793;  RRID: AB_477585 |
| Cy3-AffiniPure Donkey Anti-Rat IgG | Jackson Lab. Inc.,  Waltham, USA | Cat# 712-165-153;  RRID: AB_2340667 |
| Cy3-AffiniPure Donkey Anti-Rabbit IgG | Jackson Lab. Inc.,  Waltham, USA | Cat# 711-165-152;  RRID: AB_2307443 |
| 4′,6-Diamidin-2-phenylindol (DAPI) | Sigma Aldrich,  St. Louis, USA | Cat# D9542 |
| Mouse monoclonal anti-TRPP2  (clone YCE2) | Santa Cruz Biotechnologie Inc., Dallas, USA | Cat# sc-47734;  RRID: AB_672380 |
| Mouse monoclonal anti-beta-actin  (clone AC-15) | Sigma Aldrich,  St. Louis, USA | Cat# A1978;  RRID: AB_476692 |
| **Chemicals, Peptides and Recombinant Proteins** | | |
| 0,25 % Trypsin-EDTA 1 x | Thermo Fisher Scientific Inc., Waltham, USA |  |
| Paraformaldehyde | Electron Microscopy Sciences, Hatfield, PA, USA | Cat# 30525-89-4 |
| **Critical Commercial Assays** | | |
| RNeasy Plus Mini Kit | Qiagen GmbH, Hilden, D | Cat# 74134 |
| **Deposited data** | | |
| RNA-seq raw data | | GEO: **pending** |
| **Experimental models: Cell Lines** | | |
| Mouse: mIMCD3; wild-type | ATCC | CRL-2123 |
| Mouse: mIMCD3; Pkd1^-/-^  (del Chr. 17: 24,550,055 - 24,594,963 /  del Chr. 17: 24,550,106 - 24,594,903) | ^1^ | |
| Mouse: mIMCD3; Pkd2^-/-^  (del Chr. 5: 104,478,281 - 104,490,878) |  | N/A |
| **Software and Algorithms** | | |
| R v4.0 | https://www.R-project.org | |
| RStudio v1.3 | https://www.rstudio.com/ | |
| Galaxy Project | ^2^ | https://www.usegalaxy.org/ |
| Inkscape | https://www.inkscape.org/ | |
| CellNet | ^3^ | https://doi.org/10.1038/nprot.2017.022 |
| Nephro Cell | ^4^ | https://doi.org/10.1172/jci.insight.133267 |
| Kidney Cell Explorer | ^5^ | https://doi.org/10.1016/j.devcel.2019.10.005 |
| STRING database | ^6^ | RRID: SCR_005223 |
| ImageJ Fiji App | ^7^ | RRID: SCR_002285 |
| DESeq2 | ^8^ | RRID: SCR_015687 |

# Supplementary Figures

## **Figure S1:** Validation of engineered mIMCD3 cells as highly differentiated, kidney-specific in vitro model of ADPKD.

**a)** mIMCD3 cells are highly differentiated renal tubular epithelial cells. Here visualized by staining for primary cilia (arrow mark; αTubulin) and cell borders (Zonula occludens 1 (ZO1). Scale bar: 10 µm. **b)** CellNet analysis of active gene-regulatory networks confirmed renal fidelity of mIMCD3 wild-type (Wt), Pkd1^-/-^ and Pkd2^-/-^ cells ^3^. **c)** TRPP2-deficient cells were generated by deletion of Pkd2 exons 4 – 9 and confirmed biochemically. 

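Counted over all its exons, *Pkd2* had 3986 ± 124 normalized counts (SD, n = 4) in *Pkd2*-/- cells, a log2 fold change of 0.01 (standard error 0.07, adjusted p = 0.908 from limma) against wild-type. The difference was smaller than the spread between replicates (exact permutation test, p = 0.971), and its sign changed when single libraries were left out. The deletion removes 14.7% of the gene's annotated exon bases, so equal counts over all exons do not show an equal number of transcripts.

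**Figure D3:**
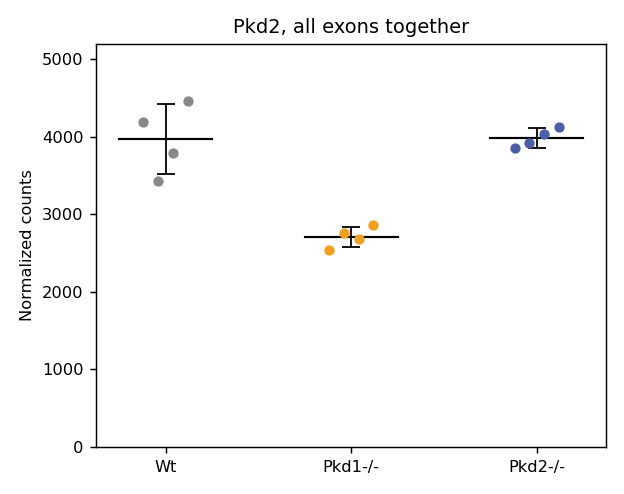
Normalized counts of *Pkd2*, all exons together, in each library by genotype. Points are libraries, horizontal lines are means and error bars are the SD (n = 4). The *Pkd1*-/- libraries lie between 2545 and 2858, below the others.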

Despite the genomic deletion, remaining levels of Pkd2-transcripts in Pkd2^-/-^ were similar to Wt (3,986 [SEM = 107] mean normalized counts in Pkd2^-/-^ vs. 3,971 [SEM = 390] Wt). Deletion of Pkd1 was association with a significant reduction in Pkd2 mRNA abundance (3,971.25 [SEM = 390] mean normalized counts in wildtype vs. 2,711 [SEM = 114] in Pkd2^-/-^). **d)** Exon usage in Pkd2 was dependent on genotype. Pkd2-transcript in Pkd2^-/-^ was detected mainly for Exon 15 (normalized counts ranging from 1,646 to 2,999 in Wt, Pkd1^-/-^ and Pkd2^-/-^ cells).

**

**

## **Figure S2:** Global analysis of RNA-seq data confirmed consistently good data quality.

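In the deposited table, 25060 of the 47642 genes have at least 1 normalized count in at least 1 library, which is 52.6% of the genes. This share measures how many annotated genes were detected, and it differs from the depth, which is the number of reads. In a single library, 18611 to 19360 genes had a count.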

**a)** Of the total 47,642 annotated transcripts in Mus musculus, reads were obtained for 25,061, yielding a sequencing depth of 52.60 %. **b)** 4 replicates were used per genotype (wildtype, Pkd1^-/-^ and Pkd2^-/-^). 

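The total of normalized counts per library lay between 25966273 and 28027792. The 10 most abundant genes took 3.38% to 4.90% of it, so that no library was dominated by a few genes. No pair of libraries was identical.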

Reads were evenly distributed between replicates, allowing for all to be included in our analysis. **c)** Unsupervised hierarchical clustering of sample-to-sample-distances revealed close proximity between replicates of the same genotype. **d)** Dispersion estimates plotted over average expression strength per gene showed consistent variance values of genes with similar average expression strength before and after statistical shrinkage. Thus, accurate testing for differential expression was warranted. **e)** For Pkd1^-/-^ vs. wildtype and Pkd2^-/-^ vs. wildtype, most p-values are < 0.05, yielding a high proportion of differentially expressed genes.

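Before adjustment, 36.7% of the tested genes in *Pkd1*-/- and 48.3% in *Pkd2*-/- cells had a p-value under 0.05 in limma's test against wild-type, where 5% would be reached without any difference.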

**

**

## **Figure S3:** Divergent expression in *Pkd1^-/-^* and *Pkd2^-/-^* cells.

**a)** Divergent transcription may contribute to the non-concordant phenotypes observed for loss of PKD1 and PKD2, including the slower course of ADPKD in patients with PKD2 mutations or the PKD1-independent function of PKD2 in left-right organ placement ^9,10^. Comparing Pkd1^-/-^ and Pkd2^-/-^ cells, 1,429 genes were differentially expressed (FDR < 0.05, log_2_ fold change ≥ |1|). 883 (61.7 %) genes were upregulated and 546 downregulated (38,3 %). However, because of the smaller sample size, the power to detect meaningful differences in the comparison of Pkd1- and Pkd2-deficient cells was smaller than in the comparison to wild-type (n = 8 vs. n = 12 with 4 per genotype). **b)** Venn diagram of Pkd-dependent transcription compared to wild-type in mIMCD3 cells, including DGE_254_ in gray, which is the sum of concordantly regulated genes (FDR < 0.05, log_2_ fold change ≥ |1|) (**Figure 3c)**. **c)** Principal component analysis identified principal component 1 (PC1) as discriminating factor between Pkd1^-/-^ and Pkd2^-/-^ cells (**Figure 3d)**. Thus, genes were ranked by PC1 contribution and top 20 % (n = 501, marked in blue) were selected for further analysis. **d)** Overlapping differentially expressed genes from **a)** and genes contributing to PC1 in **c)** identified 437 genes with divergent expression in Pkd1- and Pkd2-deficient cells. **e)** Gene set enrichment analysis on **d)** identified several divergent signaling pathways. 

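Between the mutants, 2182 genes were differentially expressed by the same test and thresholds, 841 higher and 1341 lower in *Pkd2*-/- than in *Pkd1*-/- cells. The comparison used all 12 libraries for the spread of each gene and 4 libraries per genotype for the means. With only the 8 libraries of the mutants in the model, 2166 genes were differentially expressed. Both this comparison and those against wild-type set 4 libraries against 4.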

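Of the 501 genes with the largest absolute PC1 loadings, 499 were differentially expressed between the mutants.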

See **Table S10** for full results.

**

**

## **Figure S4:** CD_178_ genes were mainly expressed in the collecting duct and parietal epithelium.

Renal expression of CD_178_ genes was analyzed using the Kidney Cell Explorer ^5^. **a)** In cortical nephrons, 60 – 69 % of CD_178_ genes were expressed in parietal epithelial cells and 40 – 59 % in collecting duct cells. **b)** In juxtamedullary nephrons, equally 60 – 69 % of CD_178_ genes were expressed in parietal epithelial cells and 40 – 59 % in collecting duct cells. Specific juxtamedullary nephron segments comprised only 30 – 39 % of CD_178_. **c)** Nephron segments as defined by ^5^. **d)** Expression profiles in specific renal cells were investigated using the Nephrocell tool and translated into a heatmap visualization according to criteria shown ^4^. Rep_31_ genes (**Figure 6**) were used as input and compared to New_61_ genes. Expression profiles were largely similar, with most genes showing low expression (no violinplots displayed in the Nephrocell tool). Relevant tissue expression was confirmed for 49 of New_61_ genes. Three Rep_31_ genes (Aldh2, Cmbl, Spp1) showed marked expression in proximal tubule cells.

**
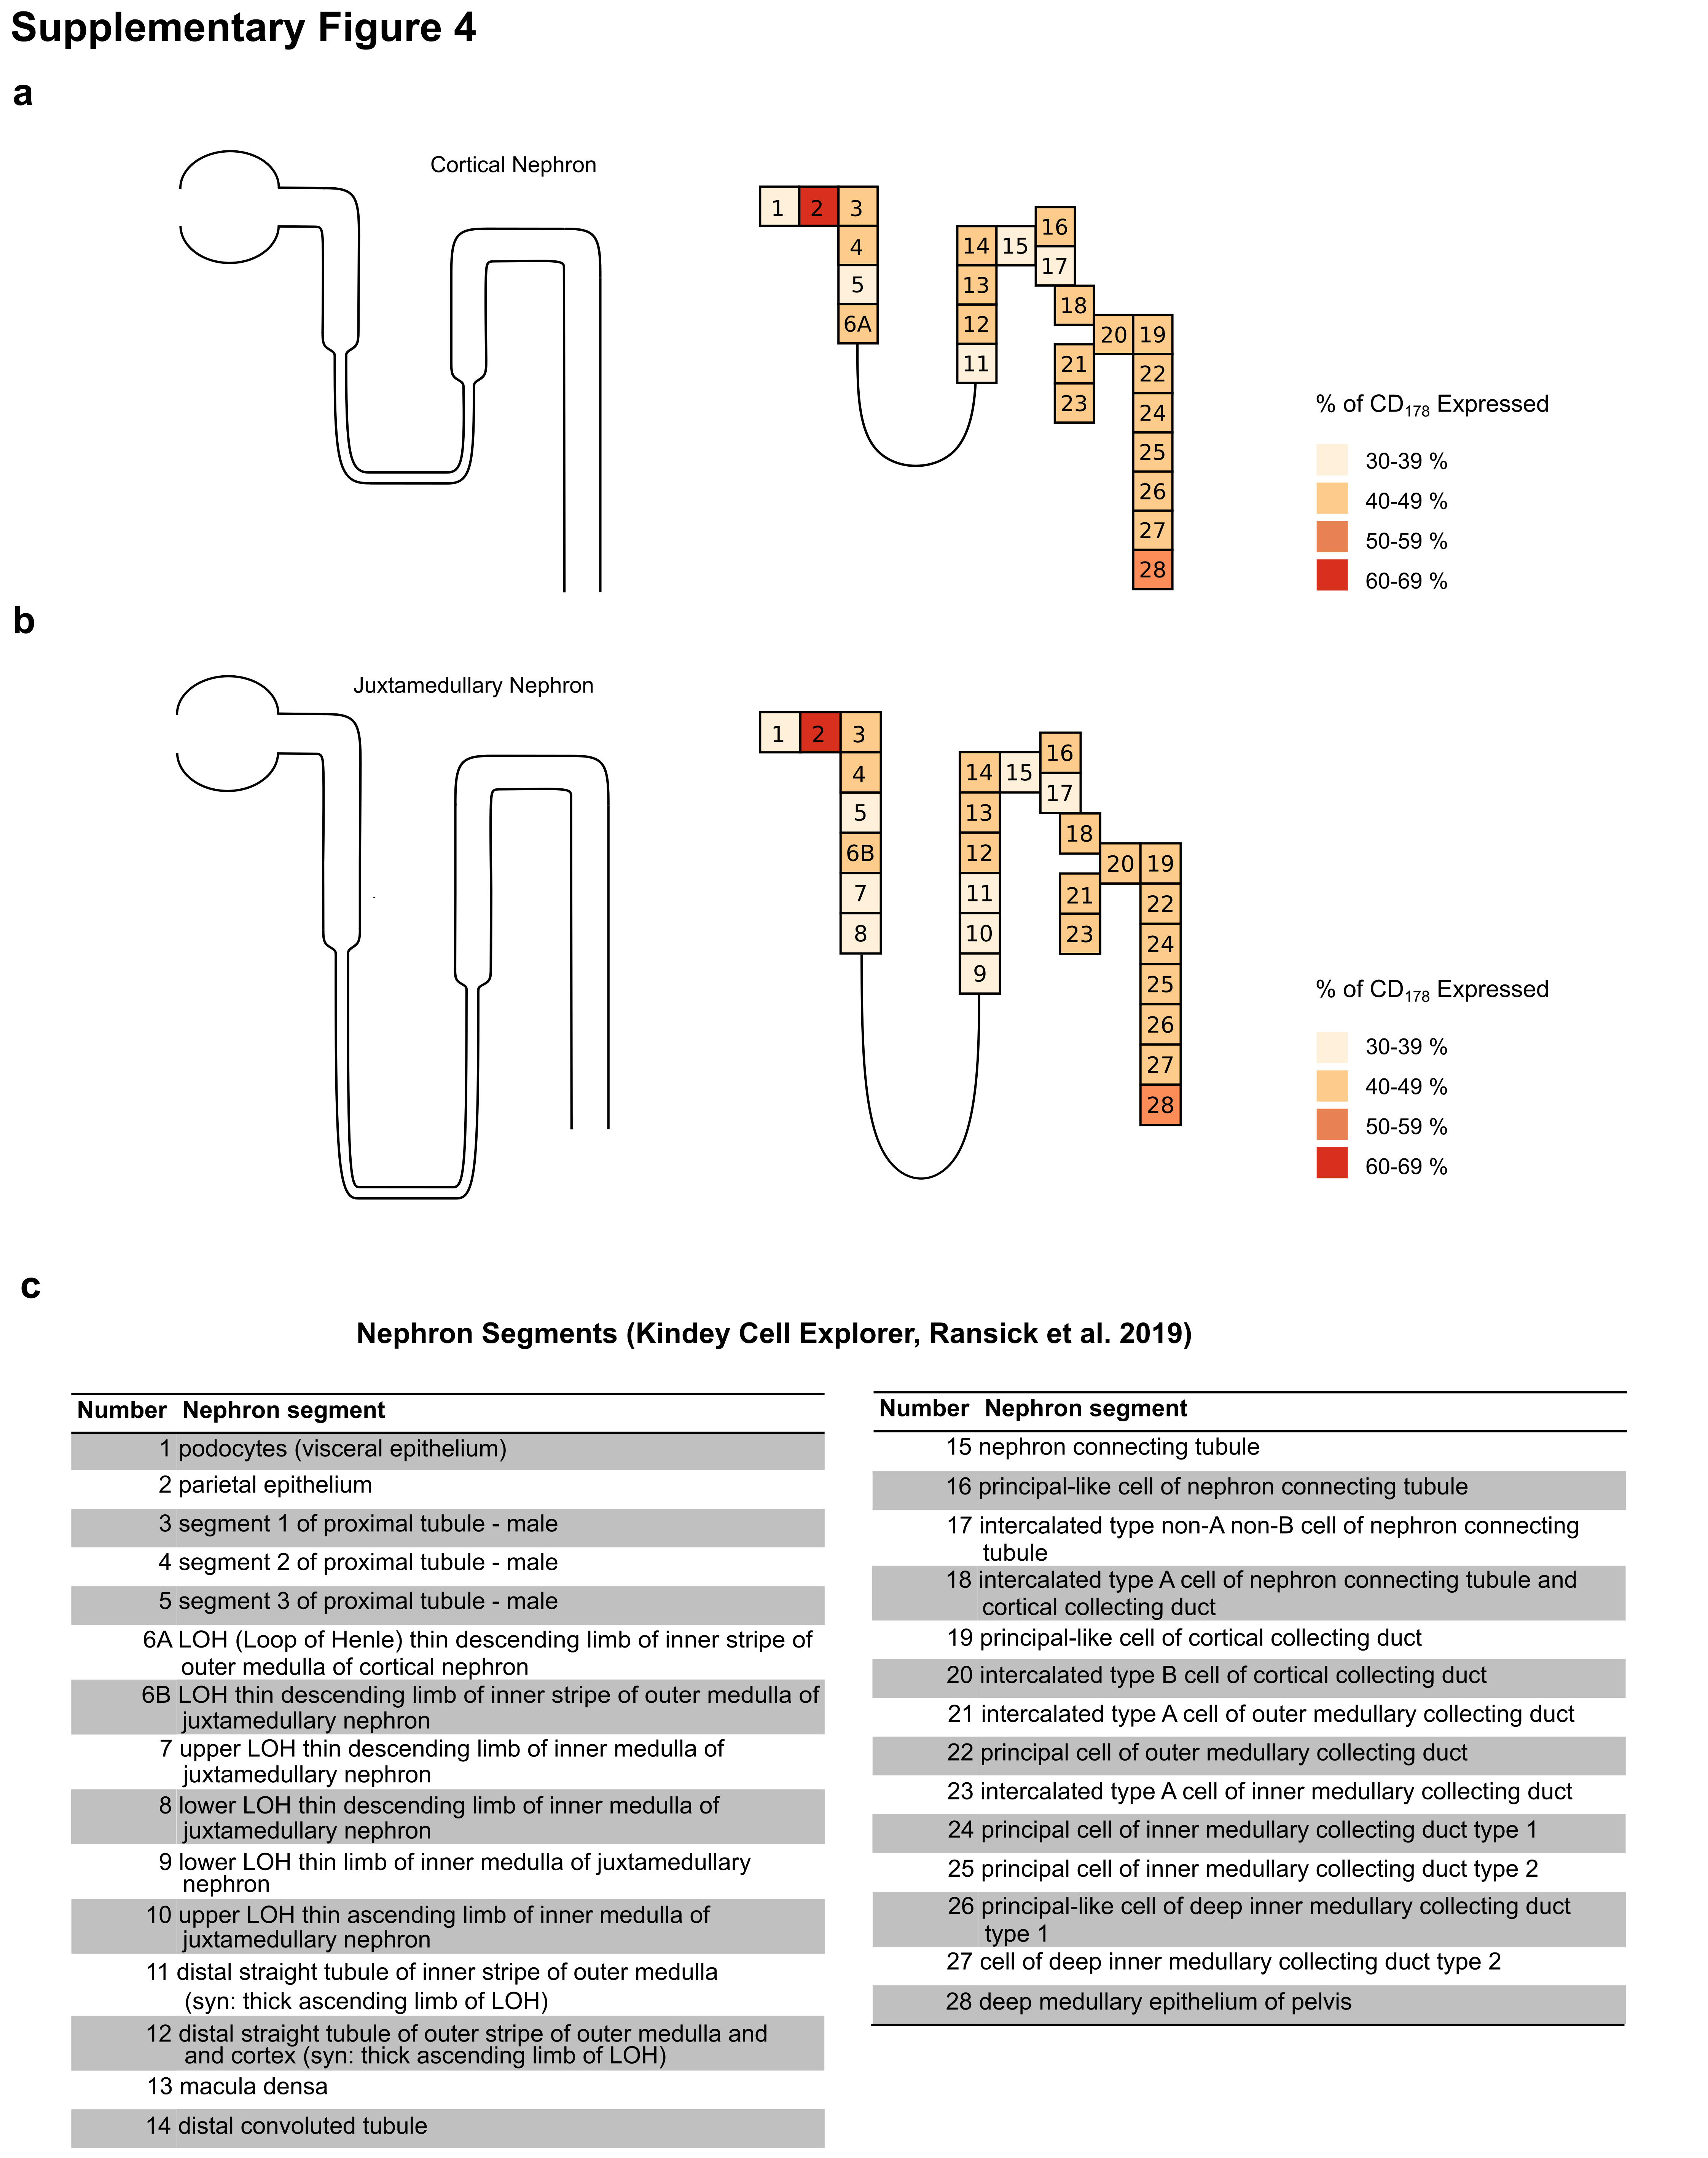
**

**

**

**
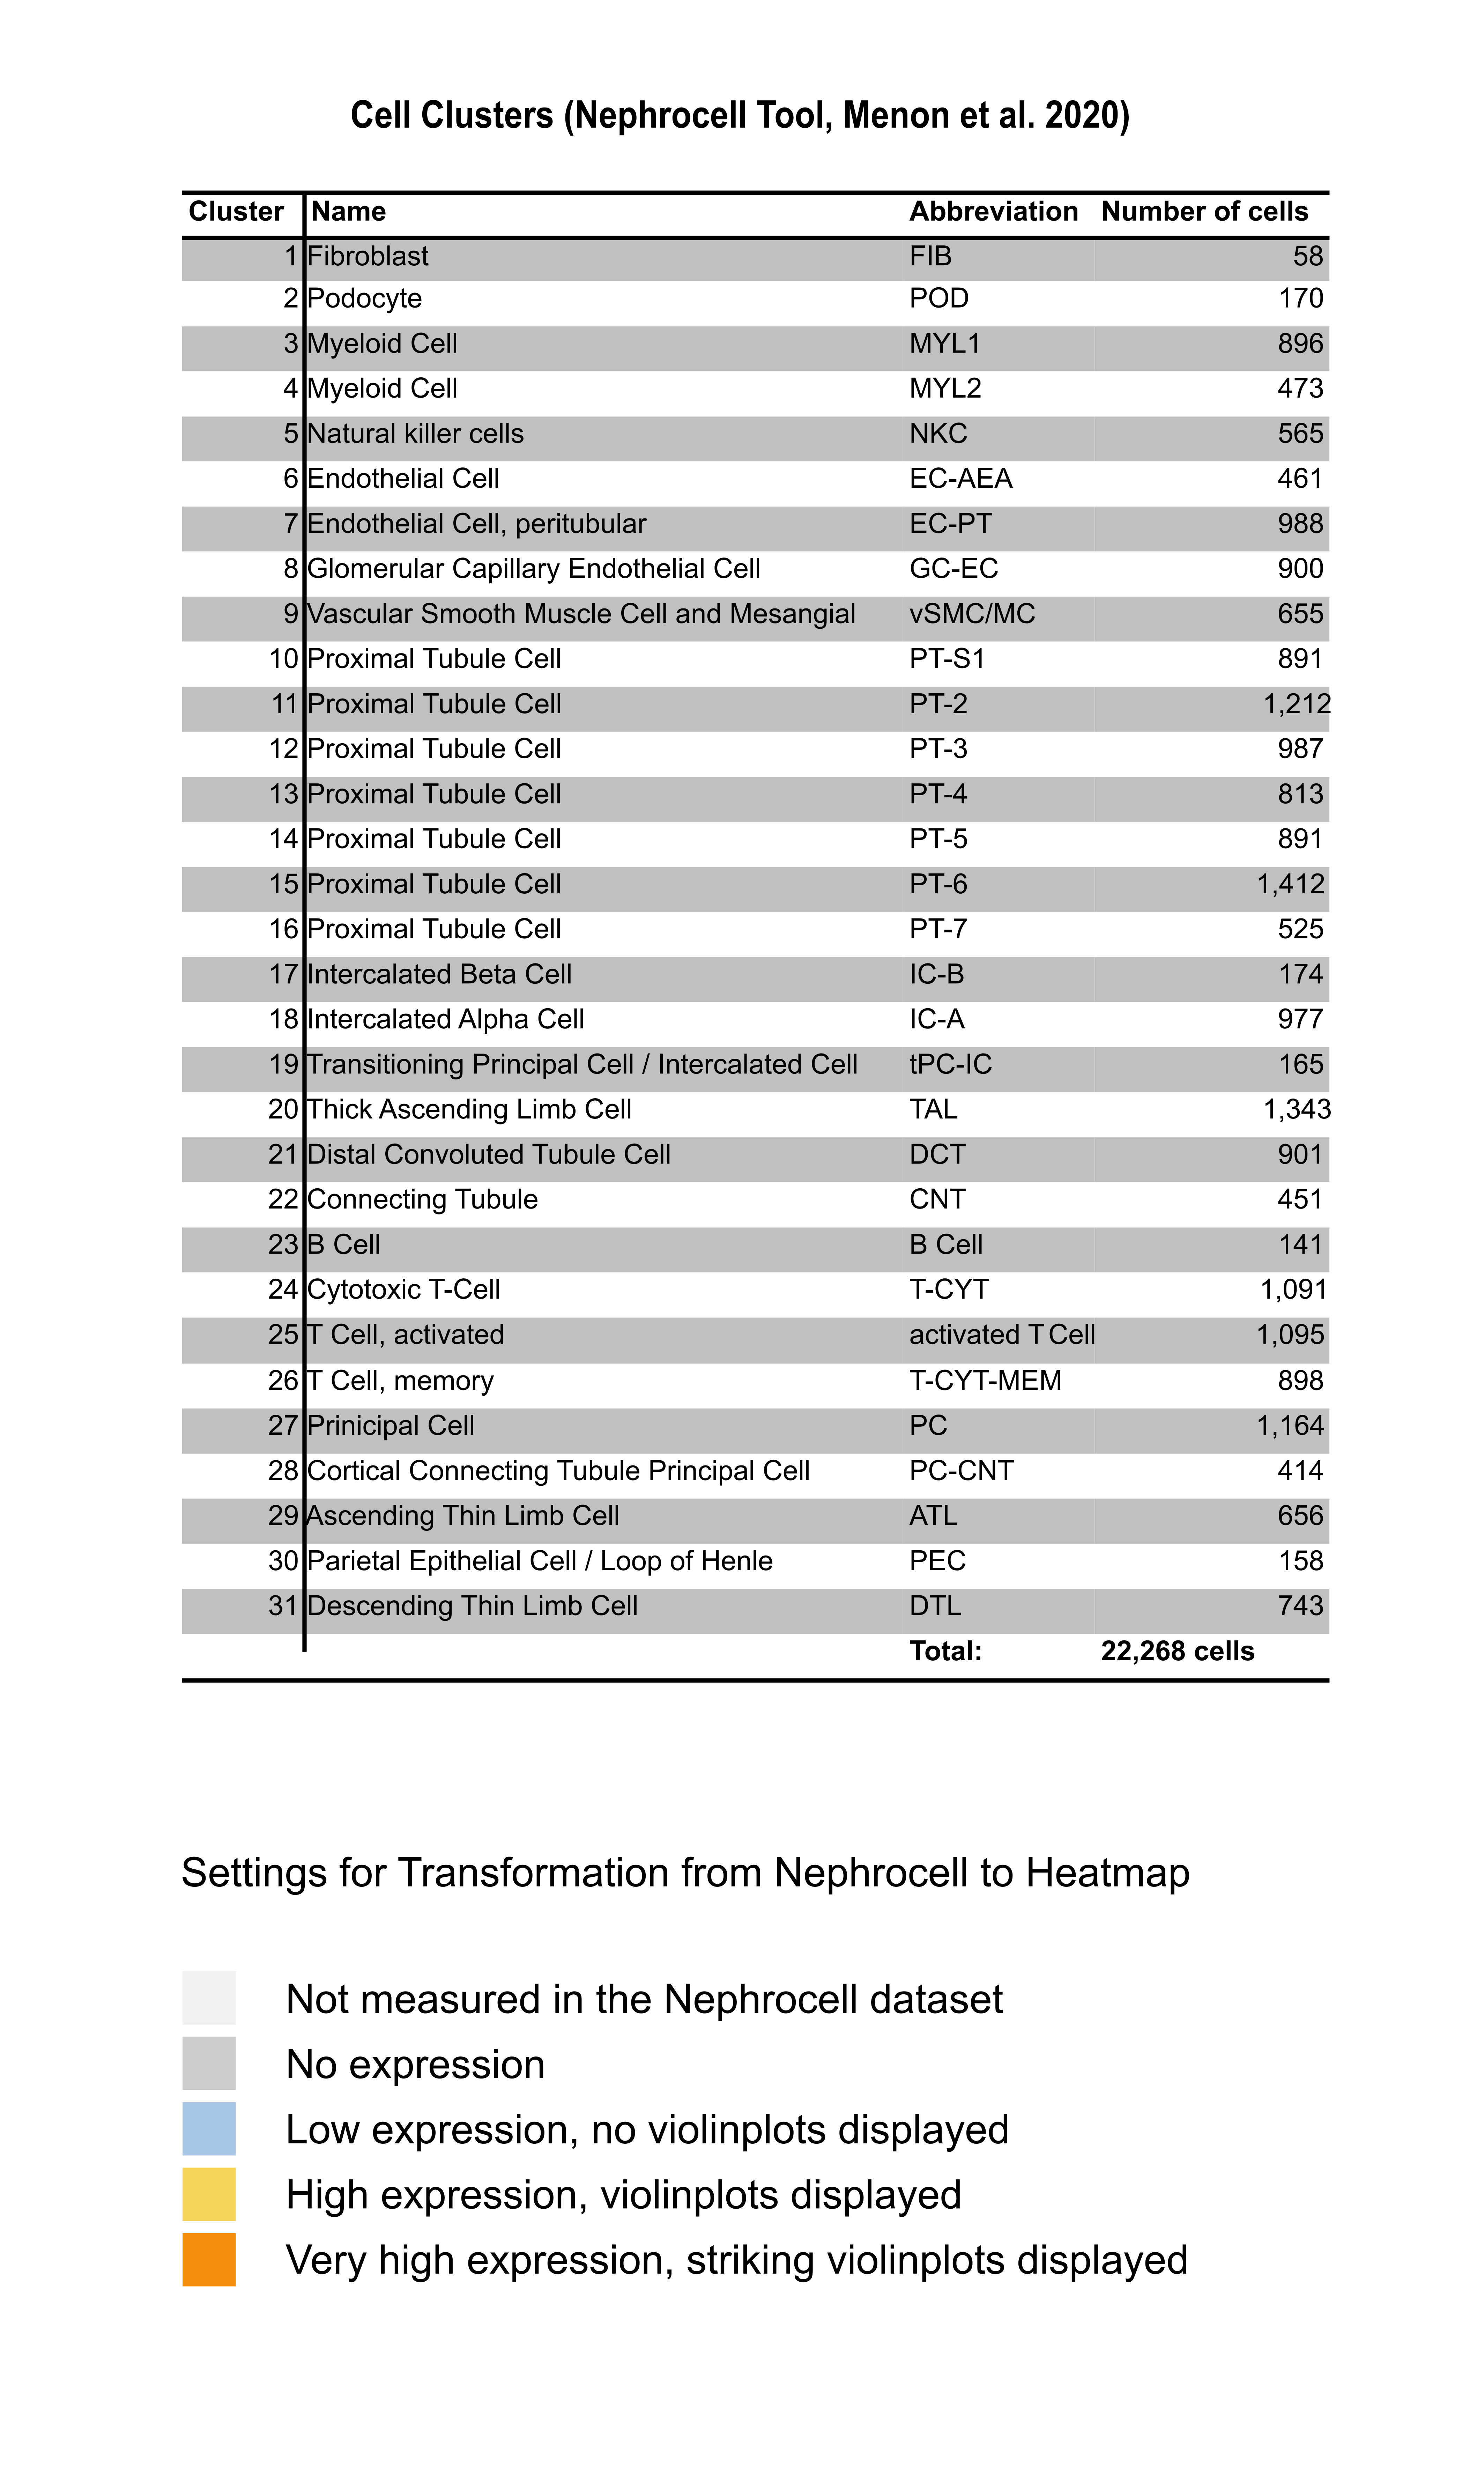
**

## **Figure S5:** Validation of CD_178_ genes in an independent *Pkd1^-/-^* mouse model.

**a)** For validation purposes, we performed RNA-seq on an independent Pkd1^-/-^ mouse model ^11^. Kidneys were obtained from 2 littermate control and 5 Pkd1^-/-^ mice (n = 7; Pkd1^tm2Ggg^/Pax8^rtTA^; induction from post-natal day 28 to 42; RNA isolation in week 12). RNA-seq data analysis in DESEQ2 yielded a total of 986 upregulated and 889 downregulated genes (FDR < 0.05). Due to fold changes differing from results in the cell culture model, no cut off for fold change was applied. **b)** Principal component analysis revealed principal component 1 (PC1) as discriminating factor between wild-type and Pkd1^-/-^ mice. As expected, this full-kidney-model showed a larger heterogeneity between replicates than our purified cell lines. **c)** Overlapping results from **a)** and **b)** yielded in a total of 282 genes, with more genes upregulated (n = 211) than downregulated (n = 71). These 282 genes were used as additional input for the cross-species meta-analysis (**Figure 6** and **Figure S6**).

**

**

## **Figure S6:** CD_178_ genes were highly represented in other studies and elucidated novel functional cluster in ADPKD.

**a)** 9 independent PKD transcriptomes were analyzed for overlapping genes ^12-17^. 3 studies had been cross-matched before as Pkd1 Signature ^15^. Only genes represented in at least 2 of those 3 studies were used for our comparison. Thus, by selection, genes from ^13,15,16^ showed ≥ 2 overlaps. CD_178_ was the most consistent independent data set. CD_178_ replication across other studies was 64 %. Replication of other studies ranged from 20 % to 40 %. **b)** To integrate available data on PKD-responsive transcription in a meta-analysis, the minimum overlap between the CD_178_ and other studies was set to 3/8. 31 genes (18 %) met this criteria (Rep_31_). 61 genes were new to the core data set (New_61_). **c)** Up- and downregulation of Rep_31_ genes was model-dependent. 2 genes (APLN and PCSK9) were only up- and 4 genes (ALDH2, GAL3ST1, HS6ST2 and PANK1) only downregulated in all compared studies. 11 genes had only one study with a regulation opposing all other reported data. **d)** Functional clustering of CD_178_ genes identified three distinct clusters (**Figure 4c)**. Genes in Cluster A_10_ were highly represented in other studies, with 2 genes (CDH2 and TLR6) occurring in CD_178_ only and 31 total occurrences. Cluster B_8_ comprised 3 genes (CD34, DLX5 and HOXC9) uniquely identified in CD_178_ and 17 total occurrences. Cluster C_7_ had 3 genes (CSF2RA, PIK3R1 and PLCB1) occurring in CD_178_ only with a total of 12 occurrences.

# Supplementary Tables

## **Table S1:** Gene expression *Pkd1^-/-^* vs wildtype.

## **Table S2:** Gene expression *Pkd2^-/-^* vs wildtype.

## **Table S3:** DGE_254_

## **Table S4:** PCA_501_

## **Table S5:** CD_178_

## **Table S6:** Gene set enrichment analysis.

## **Table S7:** TF_7_

## **Table S8:** Published data sets for meta-analysis.

## **Table S9:** Y-chromosome

## **Table S10:** Gene set enrichment analysis – supplement.

# References

1. Hofherr A, Busch T, Huber N, et al. Efficient genome editing of differentiated renal epithelial cells. *Pflugers Arch.* 2017;469(2):303-311.

2. Afgan E, Baker D, Batut B, et al. The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. *Nucleic Acids Res.* 2018;46(W1):W537-W544.

3. Radley AH, Schwab RM, Tan Y, Kim J, Lo EKW, Cahan P. Assessment of engineered cells using CellNet and RNA-seq. *Nat Protoc.* 2017;12(5):1089-1102.

4. Menon R, Otto EA, Hoover P, et al. Single cell transcriptomics identifies focal segmental glomerulosclerosis remission endothelial biomarker. *JCI Insight.* 2020;5(6).

5. Ransick A, Lindstrom NO, Liu J, et al. Single-Cell Profiling Reveals Sex, Lineage, and Regional Diversity in the Mouse Kidney. *Dev Cell.* 2019;51(3):399-413 e397.

6. Szklarczyk D, Gable AL, Lyon D, et al. STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res.* 2019;47(D1):D607-D613.

7. Schindelin J, Arganda-Carreras I, Frise E, et al. Fiji: an open-source platform for biological-image analysis. *Nat Methods.* 2012;9(7):676-682.

8. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.

9. Karcher C, Fischer A, Schweickert A, et al. Lack of a laterality phenotype in Pkd1 knock-out embryos correlates with absence of polycystin-1 in nodal cilia. *Differentiation.* 2005;73(8):425-432.

10. Hateboer N, v Dijk MA, Bogdanova N, et al. Comparison of phenotypes of polycystic kidney disease types 1 and 2. European PKD1-PKD2 Study Group. *Lancet.* 1999;353(9147):103-107.

11. Viau A, Bienaime F, Lukas K, et al. Cilia-localized LKB1 regulates chemokine signaling, macrophage recruitment, and tissue homeostasis in the kidney. *EMBO J.* 2018;37(15).

12. Kunnen SJ, Malas TB, Formica C, Leonhard WN, t Hoen PAC, Peters DJM. Comparative transcriptomics of shear stress treated Pkd1(-/-) cells and pre-cystic kidneys reveals pathways involved in early polycystic kidney disease. *Biomed Pharmacother.* 2018;108:1123-1134.

13. Menezes LF, Zhou F, Patterson AD, et al. Network analysis of a Pkd1-mouse model of autosomal dominant polycystic kidney disease identifies HNF4alpha as a disease modifier. *PLoS Genet.* 2012;8(11):e1003053.

14. Chen WC, Tzeng YS, Li H. Gene expression in early and progression phases of autosomal dominant polycystic kidney disease. *BMC Res Notes.* 2008;1:131.

15. Malas TB, Formica C, Leonhard WN, et al. Meta-analysis of polycystic kidney disease expression profiles defines strong involvement of injury repair processes. *Am J Physiol Renal Physiol.* 2017;312(4):F806-F817.

16. Song X, Di Giovanni V, He N, et al. Systems biology of autosomal dominant polycystic kidney disease (ADPKD): computational identification of gene expression pathways and integrated regulatory networks. *Hum Mol Genet.* 2009;18(13):2328-2343.

17. Pandey P, Qin S, Ho J, Zhou J, Kreidberg JA. Systems biology approach to identify transcriptome reprogramming and candidate microRNA targets during the progression of polycystic kidney disease. *BMC Syst Biol.* 2011;5:56.

How the deposited data were processed for this re-analysis (not part of the article)

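RNA from mouse inner medullary collecting duct (mIMCD3) cells was sequenced by the authors in 12 libraries, 4 each of wild-type cells, of 1 *Pkd1*-/- clone and of 1 *Pkd2*-/- clone. The 4 RNA samples of a genotype came from different dishes of the same line, grown for 4 days after full confluency. The replicates do not cover the variation between clones.

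The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2, counted them per Ensembl gene with htseq-count, and divided each count by the size factor that DESeq2 gave its library. The deposited score values are these normalized counts, which the authors divided by the size factors and rounded to whole numbers before they were deposited, and they are not read counts. The table lists 47642 genes, of which 25060 have a count, and all 12 of its sample columns were used, leaving 0 unused. No pair of libraries was identical.

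That the values are rounded normalized counts was checked against Table S9, in which the paper lists unrounded values of Y-chromosome genes for the same libraries. Each of them rounds to the deposited number, with a largest difference of 0. What 1 read is worth in each library was taken from this table. From it, the reads counted on genes were estimated at 23187531 to 30321186 per library. In libraries where 1 read is worth less than 1 normalized count, neighboring read counts can round to the same value. Whole read counts could therefore not be recovered exactly for every gene and library, and methods that model read counts were not used here. Estimated reads were used for the voom weights and the thinning described below. The design set edgeR's test as the choice for read counts only, and it does not apply. At this depth, a count of 0 allows up to 3 counts per library. This limit and the sampling noise cover counting error only, since reads without molecular identifiers are not independent molecules.

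Gene symbols, positions, transcript lengths and GC content were taken from GENCODE release M21 for GRCm38, which holds 47223 of the gene identifiers, and 419 were not found. All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

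Differences between genotypes were tested on log2(normalized count + 1) with limma's lmFit and eBayes, with a trend of the variance over the mean, over the 18552 genes with a mean of at least 1 normalized count. All 12 libraries entered 1 model, in which the genotypes share the estimate of each gene's spread. The comparisons were *Pkd1*-/- with wild-type, *Pkd2*-/- with wild-type and *Pkd2*-/- with *Pkd1*-/-. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison. Genes were called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. Concordant genes were called with the same sign in both mutants. Single genes of 4 libraries against 4 were also tested with a two-sided exact permutation test of the difference in means, which cannot give a p-value below 0.0286. Where all libraries of a group held at most 3 counts, the fold change is given as a lower bound computed against 3 counts.

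Principal components were computed from the 2506 genes with the largest variance, centred and not scaled. The 501 genes with the largest absolute loadings on the second component were compared with the concordant genes. Chromosomes were compared by the median log2 fold change of genes with a mean of at least 10 normalized counts, and in blocks of 50 neighboring genes.

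The genes named in the text were set by a rule written before the data were examined, as were the tests, thresholds and the first group of alternatives below. The rule covers the genes that the paper names for these cells, including the 25 genes of clusters A_10_, B_8_ and C_7_, the 7 transcription factors, the 14 genes of the hallmark set, and 6 of the 31 genes replicated in other data sets. It also covers the Y-chromosome genes of Table S9 with a mean of at least 10 normalized counts, the genes within 100 kb of the deletions, and the 3 concordant genes that rose most and the 3 that fell most, by the mean log2 fold change of the mutants, among those whose mutant libraries all lie on 1 side of the wild-type libraries. The X-chromosome copies of Y-chromosome genes and the remaining replicated genes fall outside the rule and are not named.

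The test was run on simulated counts drawn from the means and depths of these libraries, with known changes. It called 86.1% of 194 changed genes with the right sign, and 3 and 0 unchanged genes in the comparisons with wild-type, among 18143 genes. Of 97 genes changed in both mutants, 83 were called concordant, with 0 other genes. The simulated changes were all well above the fold change threshold, and changes near it were not simulated.

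The alternatives were a pseudocount of 0.5 or 5, no filter or a minimum mean of 10 normalized counts, a replicate block, a model of only the 2 genotypes compared, a rescaling to the same upper quartile, no fold change threshold, fewer or all tested genes for the principal components, a minimum mean of 100 for the chromosomes, and each library left out in turn. Weights from voom on estimated reads, a correction for GC content and transcript length, and thinning to the shallowest library were chosen after seeing the data. To test the grouping, libraries were regrouped in all 35 splits of 4 against 4, or in 100 groupings of the 12 libraries into 3 genotypes drawn with a fixed seed. For the wild-type libraries that both comparisons share, all 12 libraries were also simulated without a change 20 times, from the means and the spread of the wild-type libraries, and genes were held to the largest unadjusted p-value called in the data and the same fold change threshold, a form chosen after the result was seen. Some results of single genes are not reported here. Counts of exons, the mouse kidneys and the human data of the paper were not analysed here.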

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

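The tests of the genes around *Pkd2* and of the genes within 100 kb of the *Pkd1* deletion in *Pkd2*-/- cells, of a loss of the Y chromosome and of the X-chromosome copies of its genes were chosen, in the form given, only after the result was seen.

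Single libraries of some named genes lay far from the other 3 libraries of their genotype. By Dixon's criterion this held for 15 of 220 sets of 4 values, where 1 in 20, or 11 sets, is the rate for normally distributed values. Over all tested genes, the rate was 7.3% to 8.1% per genotype, above this as well. Of the values with many counts, *Krt19* was 1456 in *Pkd2*-/- replicate 2, *Meis1* was 143 in wild-type replicate 4, *Ets2* was 6727 in wild-type replicate 1, *Kdm5d* was 1598 in *Pkd2*-/- replicate 4, and *Eif2s3y* was 4124 in *Pkd2*-/- replicate 3. *Bex4* was 48 in *Pkd1*-/- replicate 1. In weakly expressed genes, the value was 1 for *Meis1* and *Fbln5* in *Pkd2*-/- replicate 3 and for *Esr1* in *Pkd2*-/- replicate 1, each against 0 in the others. It was 5 for *Edil3* in *Pkd2*-/- replicate 2, 2 for *Wipf1* in *Pkd1*-/- replicate 3 and 10 in *Pkd2*-/- replicate 1, and 2 for *Rab26* in *Pkd1*-/- replicate 3. A library that deviates across many genes was tested as a technical source. The library with the largest share over all tested genes, *Pkd2*-/- replicate 4, took 33.6% of such sets in its genotype, 492 of 1464 where an equal share is 366. This is more than an even spread by chance over independent genes would give, and below the share set as pointing to such a library. A library that deviates in part of its genes stays open, because the share lies between these marks and genes do not vary independently. That it is read as open was decided after the value was seen. No biological explanation was tested.

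For 6 named genes, the mutants lay on opposite sides of wild-type and differed from each other by at least 1 on the log2 scale, by limma's test of *Pkd2*-/- against *Pkd1*-/- with Benjamini-Hochberg adjustment. Smaller differences are not listed. The difference on the log2 scale was −2.27 for *Gli1* (adjusted p = 0.00255), 4.83 for *Pkd1* (3.32e-15), 2.06 for *Ddx3y* (1.64e-15), 1.90 for *Eif2s3y* (2.24e-16), 1.33 for *Gm47283* (0.00117) and −1.57 for *Syngr3* (5.98e-10). *Pkd1* is deleted in *Pkd1*-/- cells, and the genes on the Y chromosome are treated below. *Gli1* had at most 12 counts in any library. Against wild-type, *Gli1* in *Pkd2*-/- cells, *Syngr3* in *Pkd1*-/- cells and *Gm47283* in *Pkd2*-/- cells did not pass an adjusted p-value of 0.05. The sign of *Gm47283* in *Pkd2*-/- cells rests on wild-type replicate 3, without which it was −0.13.

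More widely, 206 genes were called in opposite directions in the mutants, 158 of them higher in *Pkd1*-/- and lower in *Pkd2*-/- cells and 48 the reverse, where independent calls would give 54.8. Since each mutant is 1 clone, an effect of the genotype and one of the clone are both open for these genes, and neither was tested.

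Genes of chromosome 2 were higher in *Pkd2*-/- cells, with a median log2 fold change of 0.33, a signal in genes that the paper does not discuss as a group. The libraries of *Pkd2*-/- cells had medians from 0.328 to 0.339, against −0.001 to 0.006 in wild-type. A trend with GC content or gene length is argued against as the source by a median of 0.445 after its correction. The median was also 0.30 after rescaling to the same upper quartile, and 0.37 with a minimum mean of 100 normalized counts. All 21 blocks of neighboring genes were shifted, with medians that had an SD of 0.063. Extra copies of a large part of the chromosome in these cells are a candidate explanation. The share of genes that were higher, 78.3%, lies between the shares that had been set as pointing towards and against extra copies, and this keeps the explanation open. Extra copies and a change of transcription along the chromosome cannot be told apart from expression alone. The fold change of 1.26 is smaller than 1 extra copy in every diploid cell would give if transcripts followed copies, so that extra copies may be present in a part of the cells only.

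Genes of chromosome 19 were higher in both mutants, with medians of 0.175 in *Pkd1*-/- and 0.28 in *Pkd2*-/- cells, while the wild-type libraries had medians from −0.024 to 0.014. After the correction for GC content and length, the smaller of the medians was 0.185, which argues against that trend as the source. In blocks of neighboring genes, all 9 had medians above 0 in *Pkd2*-/- cells and 8 of 9 in *Pkd1*-/- cells. The remaining block, from 24.1 to 34.6 Mb, had a median of −0.002 in *Pkd1*-/- cells, so that the shift there did not cover the whole chromosome. Of the genes, at least 76.3% were higher in each mutant, again between the shares set for and against extra copies of the chromosome. Extra copies may be present in both clones or, with the opposite sign, copies may have been lost from the wild-type cells. These explanations cannot be told apart here, because the data hold expression and no DNA.

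Genes of chromosome 5 had a median log2 fold change of −0.175 in *Pkd1*-/- cells, against −0.003 to 0.004 in the wild-type libraries. After the correction for GC content and length it was −0.158, which argues against that trend. The shift filled contiguous stretches. In the longest, from 3.2 to 105.6 Mb, 83.3% of the genes were lower, past the share that had been set as pointing to a loss of copies of a large part of the chromosome, and the stretches after it alternated between higher and lower medians. A loss of copies in a part of the *Pkd1*-/- cells, with gains elsewhere on the chromosome, is therefore a candidate explanation and a hypothesis, since it was found and tested on the same data. The paper reports a normal DNA content of all lines from flow cytometry, which was not analysed here.

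*Pkd2* lies in the last block of this stretch, 1.11 Mb before the edge of the block, which is not a measured boundary. Its fall in *Pkd1*-/- cells may be due in part to fewer copies of the surrounding part of the chromosome. The median over the genes within 5 Mb on both sides was −0.09, which by the criterion written for this test would argue against fewer copies, but it pools −0.36 before and 0.18 after the gene. That it is read as open was decided after the sides were seen, as was the comparison with the block of 50 genes that holds *Pkd2*, from 93267257 to 105613018. The block had a median of −0.40, or 72.9% of the fall of *Pkd2*, and in the whole stretch 25.8% of the genes fell at least as far. Close to *Pkd2* the genes went both ways. *BC005561* and *D930016D06Rik*, which follow it, had log2 fold changes of 0.00 (0.002) and 0.05, and of 12 genes within 1 Mb, 6 were lower, with a median of −0.07, which goes against fewer copies at the gene itself. A local change of copies and a response of *Pkd2* to the loss of *Pkd1* cannot be told apart in these data, because only 1 *Pkd1*-/- clone was sequenced and the genes nearest to *Pkd2* go both ways. For *Pkd1* in *Pkd2*-/- cells, the genes within 5 Mb had a median of −0.034, which argues against more copies of the whole surrounding part of chromosome 17. The 13 genes within 100 kb of the *Pkd1* deletion had a median of 0.077 and went both ways, against 0.62 for *Pkd1*. *Tsc2*, which overlaps *Pkd1*, was at 0.07 (adjusted p = 0.278 from limma), and *Pgp* and *Zfp598* were at 0.42 and 0.39. A local rise shared by these genes and as large as that of *Pkd1* was therefore not seen. A change confined to *Pkd1* was not tested.

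The 6 Y-chromosome genes were lower in *Pkd1*-/- cells, with a median log2 fold change of −1.62 and values from −1.71 to −1.10. Reads assigned to the X-chromosome copies are argued against as the source for the genes together, since the summed change of the 4 copies of tested genes came to 16.5% of what these genes lost. Pair by pair, at most 20.0% of the loss was found on the copies of *Kdm5d*, *Uty* and *Eif2s3y*. The copy of *Uty* fell, with a change of −25.0% of what *Uty* lost, which lowers the sum. The copy of *Ddx3y* gained 51.2% of what *Ddx3y* lost, and whether a part of the reads of *Ddx3y* was assigned to its copy stays open, because the table holds no reads. A trend with GC content or length is argued against by a median of −1.623 after its correction. Loss of the Y chromosome from part of the *Pkd1*-/- cells is a candidate explanation, under which all Y-chromosome genes would fall alike. The range of their changes was 0.604, between the ranges set for and against it. The smallest fall was that of *Gm47283*, whose counts were scattered, from 76 to 222 in wild-type cells. Without *Pkd1*-/- replicate 2, its change was −0.87. The other genes lay between −1.71 and −1.48, so that the width of the range rests on *Gm47283*. Loss from part of the cells and lower transcription of the Y chromosome in all cells cannot be told apart, because the libraries pool many cells.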

How the results depend on the processing

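The weights from voom, the correction for GC content and transcript length, and the thinning to the shallowest library were chosen after seeing the data. TMM factors, edgeR's test, DESeq2's tests with and without shrinkage, its rlog and its variance stabilizing transformation were not run, because whole reads could not be recovered exactly in every library.

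The total numbers of called genes were within 1.5 times the main number except in the following cases. With a minimum mean of 10 normalized counts, 739 genes were called in *Pkd1*-/- cells against 1158, 231 genes were concordant against 386, and 161 genes were in the core against 288. Fewer genes were tested, and of the 386 concordant genes 230 remained. *Esr1* was not tested under this filter, which left 0 of the 7 transcription factors concordant against 1. Without a fold change threshold, 5020, 7852 and 8588 genes were called in *Pkd1*-/-, in *Pkd2*-/- and between the mutants, 1933 were concordant against wild-type, 3011 against *Pkd1*-/- and 5685 against *Pkd2*-/-, and 7 genes next to the deletions were called against 1. The threshold's removal admits smaller changes by construction. A smaller number of most variable genes left 161 core genes, because 20% of fewer genes were taken, and PC1 and PC2 held 60.9% and 26.1% of the variance, against 43.5% and 20.2% for all tested genes. The median of the Y-chromosome genes in *Pkd1*-/- cells was −1.54 with a pseudocount of 5, and the cause was not tested. Of the concordant genes, 84 rose, and this fell to 41 with a pseudocount of 5 and to 49 with a minimum mean of 10, while the 302 that fell became 182 with the latter. With this minimum, 326 genes rose in *Pkd1*-/- cells against 549, 872 were lower in *Pkd2*-/- than in *Pkd1*-/- cells against 1341, and 249 of the genes concordant against *Pkd1*-/- were lower against 403. Of the core genes, 44 rose, against 28 with this minimum, 16 with fewer genes for the principal components and 84 with all. Under every alternative that kept the fold change threshold, between 74.2% and 85.5% of the concordant genes fell, and without it 54.1%. The median of the Y-chromosome genes in *Pkd2*-/- cells, 0.10, ranged from −0.045 to 0.201 with each library left out in turn and was negative without wild-type replicate 3. It was 0.23 with a minimum mean of 100 and 0.30 after the correction for GC content and length.

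With each library left out in turn, from 1095 to 1162 genes were called in *Pkd1*-/- cells, from 1697 to 1793 in *Pkd2*-/- cells and from 2067 to 2187 between the mutants, from 359 to 388 were concordant, and the core held 258 to 292. PC1 ranged from 49.0% to 56.2% and PC2 from 21.2% to 26.3%. *Pkd1* in *Pkd2*-/- cells (0.52 to 0.69) and *Pkd2* in *Pkd1*-/- cells (−0.61 to −0.49) kept their direction.

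Among named genes, the sign of some small changes depended on single libraries, with adjusted p-values above 0.05 wherever the sign reversed. In *Pkd2*-/- cells, the log2 fold change ranged over the 12 fits from −0.146 to 0.046 for *Cebpd*, from −0.459 to 0.118 for *Gli1*, from −0.055 to 0.071 for *Pkd2*, from −0.084 to 0.007 for *Uty*, from −0.13 to 0.441 for *Gm47283* and from −0.036 to 0.376 for *Caskin1*. In *Pkd1*-/- cells, it ranged from −0.006 to 0.102 for *E4f1*, from −0.076 to 0.351 for *Caskin1*, from −0.074 to 0.06 for *BC005561* and from −0.021 to 0.151 for *D930016D06Rik*. *Pcolce*, *Pik3r1* and *Gm47283* lost their call when 1 library was left out: *Pcolce* without wild-type replicate 4 (1.00 in *Pkd1*-/- cells) or *Pkd2*-/- replicate 2 (0.999 in *Pkd2*-/- cells), *Pik3r1* without wild-type replicate 1 (−0.94), and *Gm47283* in *Pkd1*-/- cells without wild-type replicate 1 (−0.95) or 2 (−0.96) or *Pkd1*-/- replicate 2 (−0.87). The correction for GC content and length reversed *Cebpd* (0.044), *Uty* (0.192), *Slc9a3r2* (0.094) and *Traf7* (0.062) in *Pkd2*-/- cells, and rescaling to the upper quartile reversed *Pkd2* in *Pkd2*-/- cells (−0.019). Of these, only the change of *Uty* then had an adjusted p-value under 0.05. The cause was not tested. Of all results of named genes, the other alternatives set before the data were examined left 1158 the same, 1 weaker and 18 stronger. The weaker one was *Gli1* in *Pkd1*-/- cells with a pseudocount of 5 (0.99), and the 18 passed without the fold change threshold. The alternatives chosen later left 439 the same and 1 weaker, *Zfp37* in *Pkd2*-/- cells (−0.86).

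The replicate numbers were not treated as pairs in the main model. The deviations of same-numbered libraries correlated between −0.073 and 0.20, and 2 of 12 such pairs were above 0.1. Both were pairs of replicate 4, *Pkd2*-/- with wild-type (0.20) and with *Pkd1*-/- (0.167). Libraries with different numbers reached at most 0.114, so a source shared by the libraries of replicate 4 stays open. With the replicate number as a replicate block, 1170, 1790 and 2183 genes were called in *Pkd1*-/-, in *Pkd2*-/- and between the mutants, 385 were concordant and 287 were in the core, and the block changed no call of a named gene.

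Genes with few counts are limited by the depth. Of the 302 genes that fell in both mutants, 86 were at or under 3 counts in all 8 mutant libraries. Their calls rest on fitted values, and the size of their fall can only be given as a lower bound.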

Differences from the paper's values

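Numbers of genes are compared here by whether they were within 1.5 times the paper's, which leaves large gaps. For *Pkd2*-/- cells, 1785 genes were called against the paper's 1150. Of the 20 alternatives set before the data were examined, a pseudocount of 5 gave 1274 genes and a minimum mean of 10 normalized counts gave 1202. Without wild-type replicate 2, *Pkd2*-/- replicate 2 or *Pkd2*-/- replicate 4, the numbers were 1716, 1713 and 1697, just within 1.5 times the paper's and far from it. The other 15 were not within 1.5 times.

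For concordant genes, 386 were found against the paper's 254. A pseudocount of 5 gave 282 genes and a minimum mean of 10 gave 231. A pseudocount of 0.5 (372), a model of only the 2 genotypes compared (373), and leaving out any 1 library other than wild-type replicate 1 or *Pkd2*-/- replicate 4 (359 to 381) came within 1.5 times the paper's but left most of the gap. The other 6 of the alternatives did not come within it. Of the concordant genes, 84 rose against the paper's 38, and a pseudocount of 5 gave 41 and a minimum mean of 10 gave 49, while the other 18 were not within 1.5 times the paper's. The core held 288 genes against the paper's 178. A minimum mean of 10 and a smaller number of most variable genes each gave 161. Pseudocounts of 0.5 and 5 (246 and 252) and leaving out *Pkd1*-/- replicate 2, 3 or 4 (258, 264 and 264) came within 1.5 times the paper's with most of the gap left, and the other 15 did not.

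Between the mutants, 2182 genes were called against the paper's 1429. The paper gives 883 as upregulated and 546 as downregulated without naming the reference. They are set here, by size and as an assumption, against the 1341 genes higher and the 841 genes lower in *Pkd1*-/- than in *Pkd2*-/- cells. With the other order, the paper's 883 would stand against 841 and the paper's 546 against 1341. A pseudocount of 5 gave 1569 genes, 967 and 602, and a minimum mean of 10 gave 1458, 872 and 586. The further alternatives within 1.5 times the paper's left most of each gap. For the total they were leaving out *Pkd1*-/- replicate 1, 2 or 3 or any 1 *Pkd2*-/- library (2067 to 2134), and for the 883 genes leaving out any 1 mutant library (1279 to 1313). For the 546 genes they were rescaling to the upper quartile (796) and leaving out *Pkd1*-/- replicate 1, *Pkd2*-/- replicate 2 or *Pkd2*-/- replicate 4 (784, 803 and 771). The other 11, 10 and 14 alternatives were not within it.

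The log2 fold change of *Esr1* was −1.77 in *Pkd1*-/- and −3.25 in *Pkd2*-/- cells, against the paper's −1.048 and −1.546 in Table S7. That of *Gli1* in *Pkd1*-/- cells was 2.12 against the paper's 0.851. The libraries of *Esr1* in *Pkd2*-/- cells and of *Gli1* in wild-type cells all held at most 3 counts, so that the fitted values there do not measure the change, which was at least 3.50-fold and at least 2.40-fold. With a pseudocount of 5 the values were −1.05, −1.55 and 0.99, and the other 18 of the alternatives run for each differed from the paper's. For the genes of Tables S1 and S2, the median size of the log2 fold change was 2.13 and 2.17 here against the paper's 1.53 (1.525) and 1.56. It was larger here for each of the 781 and 1150 genes. The same fold change threshold therefore makes a different cut here, which may add to the gaps in the numbers of genes above.

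PC1 and PC2 held 52.6% and 23.4% of the variance here against the paper's 69% and 29%. The paper computed its components with DESeq2, whose transformations were not run here, so the shares are not on the same scale of values. The list of PC2 genes shares 234 of 501 with the paper's, and 1 gene of Table S2 was not called here. *Gli1* was called in *Pkd1*-/- cells, where the paper's value is below its threshold.

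The paper states that the deletion removed every *Pkd1* transcript, and 41.8 normalized counts remained here on average in *Pkd1*-/- cells. The paper's standard errors of *Pkd1* and *Pkd2* counts, such as 97 for *Pkd1* in wild-type cells, equal the SD of the 4 libraries computed with 4 in the denominator (97.3), where the SEM is 56.2. The same holds for the paper's 175, 390, 107 and 114, whose counterparts here are 174.8, 390.8, 107.1 and 114.9. The legend of Figure S1c names *Pkd2*-/- for the lower *Pkd2* value, which is found here in *Pkd1*-/- cells. The numbers of genes in the legend of Fig. 3, 791 and 1250, differ from those in the paper's text, 781 and 1150.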

Other observations

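The test of clonal differences and the form of the simulation of unchanged libraries below were chosen only after the result was seen.

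Only the real split gave as many called genes as observed, 1 of the 35 splits for each of *Pkd1*-/- against wild-type, *Pkd2*-/- against wild-type and *Pkd2*-/- against *Pkd1*-/-, and the others gave 0 genes at most. The other splits mix genotypes within their groups, which widens the spread, so that they say little about single genes. Of 100 groupings of the 12 libraries into 3 groups of 4, only the real one, 1 of 100, gave as many concordant genes and as many core genes. The other groupings gave at most 1 concordant gene. Libraries simulated without a change, with the spread of the wild-type libraries, gave at most 22 concordant genes in 20 runs at the p-value limits of the data, which argues against chance values of the shared wild-type libraries as the source of most of the 386 genes. Across all genes, 66.4% had the same sign in both simulated comparisons, against 56.9% in the data, so that the sign shared across all genes is no evidence of a shared change.

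Both selections behind the core genes were made on the same 12 libraries, and the second component itself separates wild-type from the mutants, so that the overlap of the selections is not independent evidence. The concordant genes were tested against technical sources. After correction for GC content and transcript length, 96.6% of them were concordant still, and after thinning to the shallowest library, 94.6%. A scaling shift between libraries would move all genes alike, but without the fold change threshold 54.1% of the concordant genes fell. A common factor also leaves genes near 0 there. Of the falling genes, 86 were at or under 3 counts in all 8 mutant libraries, and of the rising genes, 24 in all 4 wild-type libraries. For these genes, the values argue against a scaling shift as the source of the larger share that fell. For the other genes it stays open. The share was 78.1% after rescaling to the upper quartile against 78.2%, but this rescaling hardly moved the values, and the size factors centre the medians over all genes near 0, so that neither decides it. Genes near 0 in both clones make up 28.5% of the falling concordant genes, so that most of them were not lost altogether.

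Fewer genes set wild-type cells apart from both mutants than set either mutant apart from the other lines. With *Pkd1*-/- as the reference, 673 genes differed in the same direction in the other lines, and with *Pkd2*-/-, 1113 genes, which is 2.88 times the 386 genes with wild-type as the reference. The order was the same after correction for GC content and length, with 400 genes for wild-type, and after thinning, with 381, which argues against GC content, length and depth as its source. Differences between clones that arose independently of *Pkd1* and *Pkd2* would give such an order, and some concordant genes may stem from changes of the wild-type line. An effect of either gene alone is also open. More than 1 clone per genotype would be needed to separate these, and a biological cause of the order was not tested.

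The counts left on *Pkd1* in *Pkd1*-/- cells, 5.34% of the wild-type level, may come from the exon bases outside the deletion, which make up 10.2% of the gene, since their share is larger. Some of these bases overlap *Tsc2*, and the source of the reads was not resolved.

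All 31 genes that the paper lists as replicated in other data sets were concordant here, 25 lower and 6 higher, and 31 passed an adjusted p-value under 0.05 adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Among them, *Aldh2* fell from 2657 to 748 and 1165 (1164.5) normalized counts in *Pkd1*-/- and *Pkd2*-/- cells, *Gal3st1* from 117 to 38 and 27, and *Pank1* from 876 to 167 and 253.5, while *Apln* rose from 144.8 to 633.5 and 473. *Slc16a3* rose from 93.2 normalized counts to 2244 in *Pkd1*-/- and 747 in *Pkd2*-/- cells, and *Bex4* fell from 145.8 to 39 and 29.5.

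Of 13 tested genes within 100 kb of the *Pkd1* deletion, 0 were called in *Pkd1*-/- cells and 4 had an adjusted p-value under 0.05. Of 3 tested genes near the *Pkd2* deletion, 1, *Spp1*, was called in *Pkd2*-/- cells, 3 had an adjusted p-value under 0.05 in *Pkd2*-/- cells, and *BC005561* and *D930016D06Rik*, on the far side of *Pkd2*, were higher by 0.66 and 0.46 on the log2 scale. Mitochondrial genes had medians of −0.29 and −0.11 in *Pkd1*-/- and *Pkd2*-/- cells, within the range of the wild-type libraries, −0.69 to 0.63.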
